# JAK-STAT Pathway Inhibition Partially Restores Intestinal Homeostasis in *Hdac1*- and *Hdac2*-Intestinal Epithelial Cell-Deficient Mice

**DOI:** 10.3390/cells10020224

**Published:** 2021-01-23

**Authors:** Alexis Gonneaud, Naomie Turgeon, Francois-Michel Boisvert, Francois Boudreau, Claude Asselin

**Keywords:** intestinal epithelial cell, HDAC, proteome, transcriptome, organoid, STAT3, tofacitinib

## Abstract

We have previously reported that histone deacetylase epigenetic regulator *Hdac1* and *Hdac2* deletion in intestinal epithelial cells (IEC) disrupts mucosal tissue architecture and barrier, causing chronic inflammation. In this study, proteome and transcriptome analysis revealed the importance of signaling pathways induced upon genetic IEC-*Hdac1* and *Hdac2* deletion. Indeed, Gene Ontology biological process analysis of enriched deficient IEC RNA and proteins identified common pathways, including lipid metabolic and oxidation–reduction process, cell adhesion, and antigen processing and presentation, related to immune responses, correlating with dysregulation of major histocompatibility complex (MHC) class II genes. Top upstream regulators included regulators associated with environmental sensing pathways to xenobiotics, microbial and diet-derived ligands, and endogenous metabolites. Proteome analysis revealed mTOR signaling IEC-specific defects. In addition to mTOR, the STAT and Notch pathways were dysregulated specifically in jejunal IEC. To determine the impact of pathway dysregulation on mutant jejunum alterations, we treated mutant mice with Tofacitinib, a JAK inhibitor. Treatment with the inhibitor partially corrected proliferation and tight junction defects, as well as niche stabilization by increasing Paneth cell numbers. Thus, IEC-specific histone deacetylases 1 (HDAC1) and 2 (HDAC2) support intestinal homeostasis by regulating survival and translation processes, as well as differentiation and metabolic pathways. HDAC1 and HDAC2 may play an important role in the regulation of IEC-specific inflammatory responses by controlling, directly or indirectly, the JAK/STAT pathway. IEC-specific JAK/STAT pathway deregulation may be, at least in part, responsible for intestinal homeostasis disruption in mutant mice.

## 1. Introduction

The intestinal epithelium interfaces the luminal microbiota and the mucosal immune system in a perpetual vigil, acting as a sensor of, and responder to, their respective signals [1,2]. The intestinal epithelium is unceasingly regenerated from crypt-residing intestinal stem cells (ISC) which produce transit-amplifying progenitor cells [3]. Upon their migration along the crypt-villus axis, these cells adopt differentiation programs to produce enterocyte and secretory cell lineages with complementary roles in establishing selective barrier function. Intestinal epithelial differentiated cells include enterocytes, with essential roles in nutrient absorption and digestion, in the establishment of the intestinal selective barrier through tight junctions and anti-bacterial gene expression, as well as immunoglobulin transport [4]. Goblet cells participate in barrier formation by secreting mucins as well as several anti-microbial proteins, and by acting as a conduit delivering luminal products to mucosal antigen-presenting cells [5]. Paneth cells, in addition to carving microbiota configuration and protecting the epithelium through secretion of anti-microbial proteins, regulate the stem cell niche environment [6]. Different types of hormone-secreting enteroendocrine cells display many roles, from systemic glucose homeostasis to mucosal immune responses [7,8]. Both ISC renewal and cell lineage specification depend on the coordinated action of various signaling pathways, including the Wnt, Notch and BMP pathways [3]. However, environmental as well as immune modifications along with genetic predispositions may overturn this delicate balance, leading to improper innate and adaptive intestinal inflammatory reactions, as observed in inflammatory bowel diseases (IBD) [9].

In recent years, a potential role of epigenetics in IBD, as receiver and transmitter of environmental changes, has emerged [10]. Indeed, some studies have uncovered IBD genetic susceptibility loci with epigenetic signatures associated with regulatory regions [11,12]. Lysine acetylation is one epigenetic mark controlling gene expression. While the acetyltransferase-dependent transfer of acetyl groups from acetyl-CoA on histones and other proteins is usually associated with gene expression, removal of the acetyl group by HDAC leads to gene repression. Acetylation is regulated in part by compartment-specific cellular acetyl-CoA levels responding to different environmentally induced metabolic changes [13]. In addition, both endogenous metabolites, such as β-hydroxybutyrate [14], as well as exogenous metabolites, such as the microbiota-produced butyrate [15], alter histone acetylation by inhibiting HDAC activity. Among the four HDAC classes, class I deacetylase HDAC1 and HDAC2, as part of multiprotein complexes, regulate gene expression as well as DNA replication and DNA repair [16,17]. While murine *Hdac1* deletion is developmentally lethal, *Hdac2* deletion results in heart defect-related death after birth. In contrast, most tissue-specific *Hdac1* and *Hdac2* individual or compound deletions have revealed both compensatory and distinct roles in tissue homeostasis and differentiation. Indeed, while tissue-specific *Hdac1* or *Hdac2* deficiencies lead to modest tissue alterations, deletion of both genes disrupts proliferation and differentiation in most tissues [16,17]. In the intestine, we have shown that villin-Cre-mediated *Hdac1* and *Hdac2* deletion disrupts IEC barrier function and differentiation, leading to chronic colonic inflammation [18]. Of note, intestinal tissue disruption in mutant mice is accompanied by simultaneous activation of the enterocyte-secretory cell lineage regulating Notch pathway, of the inflammation and mucosal healing supporting STAT3 pathway [19], and of the growth and metabolism-regulating mTOR pathway [20].

In this report, we used IEC-specific *Hdac1* and *Hdac2* deletion to determine the intrinsic jejunal IEC responses dependent upon HDAC1 and HDAC2, by transcriptome and proteome analysis. We first confirmed the importance of HDAC1 and HDAC2 for organoid growth, with both in vivo and inducible *Hdac1* and *Hdac2* deletion models. Omics data revealed that HDAC1 and HDAC2 control metabolic and environmental sensing pathways, and that IEC-specific deletion leads to improper STAT3, Notch and mTOR activation in IEC. We then assessed the importance of the STAT pathway in regulating both mucosal inflammation as well as disrupted Notch and mTOR pathways, by histological and immunostaining in mutant mice treated with a JAK/STAT pathway inhibitor, Tofacitinib. Our results show that the mutant phenotype is dependent upon STAT activation, as Tofacitinib treatment partially restores mucosal homeostatic responses, including proliferation and Paneth cell numbers. Thus, IEC-specific HDAC1 and HDAC2 support intestinal homeostasis by regulating survival and translation processes, as well as differentiation and metabolic pathways. They play an important role in the regulation of inflammatory responses by controlling, directly or indirectly, the JAK/STAT pathway. IEC-specific JAK/STAT pathway deregulation may be, at least in part, responsible for mucosal intestinal homeostatic disruption in mutant mice.

## 2. Material and Methods

### 2.1. Mice

*Hdac1* and *Hdac2* floxed mice [21] were crossed either with villin-Cre transgenic mice [22] to ensure IEC-specific *Hdac1* and *Hdac2* deletion, or with villin-Cre^ER^ transgenic mice [23], to obtain Tamoxifen-inducible IEC-specific *Hdac1* and *Hdac2* deletion, in a C57BL/6J X 129SV X CD1 background. Experiments were approved by the Institutional Animal Review Committee of the Université de Sherbrooke (protocol 360-14B), according to relevant guidelines and regulations. Genotypes were determined by using selected primers to amplify genomic DNA purified with the Spin Doctor genomic DNA kit (Gerard Biotech, Oxford, OH, USA), as before [18,24,25]. Three- to four-month-old wild-type and IEC-specific villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice were injected intraperitoneally with 30 mg/kg of the pan-JAK inhibitor Tofacitinib (Cayman Chemical Company, Ann Arbor, MI, USA) [26], or with 10 mg/kg of the Notch inhibitor DBZ or Dimethyl Sulfoxide (DMSO), for five days (*n* = 3 for each group). To assess proliferation, mice were injected intraperitoneally with 10 mL/kg of bromodeoxyuridine (BrdU, Life Technologies, Grand Island, NY, USA) on day 6, for 2 h. Mice were killed on the sixth day. 

### 2.2. Enteroid Cultures

Jejunal crypts from three- to four-month-old wild-type and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice were fractionated by EDTA treatment, embedded in Matrigel and grown in ENR medium for five days, according to published methods [27,28], and as we have done before [29,30]. Jejunal crypts from control and *Hdac1*^−/−^; *Hdac2*^−/−^ villin-Cre^ER^ mice were isolated as above and treated with 0.5 µM of 4-hydroxy Tamoxifen (OHT)(Cayman Chemical Company) or DMSO for five days. Enteroids were passaged if needed. Enteroid phenotypes were assessed by microscopic image analysis with a Leica DC300 microscope (Leica Microsystems Inc., Richmond Hill, ON, Canada.) or a Cell Discoverer 7 microscope (magnification: 10×) (Zeiss, North York, ON, Canada). 

### 2.3. RNA Isolation and Quantitative Real-Time PCR (qPCR)

Jejunal IEC from three-month-old wild-type and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice were enriched by EDTA treatment. Jejunal IEC RNAs were isolated with the Rneasy kit (Qiagen, Montréal, QC, Canada). RNAs were quantified with a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Saint-Laurent, QC, Canada). cDNAs were synthesized from one µg RNA, with oligo dT15 primers and the Superscript II reverse transcriptase (Life Technologies Inc.). qPCR analysis was performed from 10 ng of cDNA, with the Brilliant III Ultra-fast SYBR Green qPCR Master Mix (Agilent Technologies, Saint-Laurent, QC, Canada) and gene-specific upstream and downstream oligonucleotides for stem cell marker *Lgr5*, secretory cell differentiation marker *Atoh1*, goblet cell marker *Muc2*, *Tff3* and *Zg16*, Paneth cell marker *Cryptdin*, *Lys2 and Defa24*, enterocyte marker *Sis*, *Slc15a1*, *Alpi* and *Fabp2*, enteroendocrine cell marker *ChgA*, proliferation marker *Ccnd1*, MHC II genes *Cd74*, *H2Aa*, *H2Ab1*, *H2Eb1*, *H2Dma*, *H2Dmb1*, *H2D* and *Ciita*, as well as *Reg3b*, *Reg3g* and *Jag2*, and the *Pbgd* loading control (Supplementary Table S1 for a list of primers). cDNA amplification was performed with a 10 min cycle at 95 °C, followed by 40 cycles of 10 s at 95 °C, 10 s at 60 °C and 20 s at 72 °C, on a Corbett RotorGene instrument (Qiagen/Corbett Research, Montréal, QC, Canada). Relative RNA amounts were determined by comparing to *Pbgd* amplification (*n* = 4–5).

### 2.4. RNA-Seq Analysis

Jejunal IEC from three-month-old wild-type and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice were enriched by EDTA treatment. Jejunal IEC RNAs were isolated with the ToTALLY RNA™ (Thermo Fisher Scientific) and Rneasy kits (Qiagen) (*n* = 3). Samples with RNA integrity number over 6.5 were selected with a 2100 Bioanalyser (Agilent Technologies). cDNA libraries were prepared and the transcriptome was determined with the Illumina HiSeq4000 PE100 sequencing system (Illumina, San Diego, CA, USA) at the McGill University and Génome Québec Innovation Center. Sequences were aligned with the Star 2.4.0.1 software package based on the genome reference Mus_musculus:GRCm38. Differentially expressed genes were identified with DESeq adjusted *p*-value ≤ 0.05 [31]. Two-fold increased or decreased transcripts between control and *Hdac1*^−/−^; *Hdac2*^−/−^ IEC were selected for additional bioinformatics analysis. RNA-Seq data have been deposited in the Gene Expression Omnibus database (GSE158522).

### 2.5. Proteome Analysis

Jejunal IEC from three-month-old wild-type and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice were enriched by EDTA treatment. IEC were lysed in TEAB buffer (100 mM triethylammonium bicarbonate, 10% SDS) (*n* = 3). Amounts of 50 µg of proteins were reduced with tris(2-carboxyethyl)phosphine for one hour at 55 °C, and alkylated with 375 mM iodoacetamide for 30 min in the dark. Proteins were precipitated with acetone for 4 h at −20 °C, and suspended in TEAB buffer and trypsin for overnight digestion at 37 °C. After digestion, peptides were labeled with isobaric chemical Tags of 126 to 128 Da (controls) and 129 to 131 Da (mutants), for one h at room temperature (Tandem Mass Tag Reagents (TMT), Thermo Fisher Scientific). The reaction was stopped by adding 5% hydroxylamine for 15 min. Labeled peptides were mixed and washed on C18 columns, according to the manufacturer’s instructions. Samples were then separated by liquid phase chromatography and MS/MS mass spectrometry. Peptides were separated with an ultimate U3000 nanoflow LC-system (Dionex Corporation, Sunnyvale, CA, USA). The HPLC system was coupled to an OrbiTrap Q Exactive, via an EasySpray source. The following parameters were used, as suggested by the manufacturer. For MS: Resolving power (FWHM at m/z 200), 70,000; AGC target, 3 × 10^6^; Maximum injection time (ms), 50; Scan range (m/z), 375–1400. For MS/MS: Resolving power (FWHM at m/z 200), 35,000; AGC target, 1 × 10^5^; Maximum injection time (ms), 100; Isolation width (Th), 0.7 or 1.2; Normalized collision energy (NCE), 32 (Thermo Fisher Scientific). Data were acquired with the Excalibur software. Protein identification, as well as TMT-labeled peptide quantitation, were performed with the MaxQuant version 1.5.2.8 software [32] and the Uniprot mouse protein database, as we have done before [29]. The false discovery rate (FDR) was adjusted to 5%. Then, 50% increased or decreased proteins between control and *Hdac1*^−/−^; *Hdac2*^−/−^ IEC were selected for additional bioinformatics analysis. Mass spectrometry proteomic data were deposited to the ProteomeXchange Consortium through the PRIDE partner repository with the dataset identifier PXD (PXD022558) (http://proteomecentral.proteomexchange.org - PRIDE (EMBL-EBI, Cambridge, UK).

### 2.6. Bioinformatics Analysis

Transcriptome and proteome data were used to classify genes according to Gene Ontology with the Database for Annotation, Visualization and Integrated Discovery software (DAVID 2.0) [33] and the Ingenuity Pathway Analysis software (IPA, Qiagen). Pathway activation (Upstream Regulator Analysis (URA), z-score) was predicted from the variations between samples and the altered biological processes [34]. 

### 2.7. Histological Analysis, Immunofluorescence and Immunocytochemistry

Wild-type and *Hdac1*^−/−^; *Hdac2*^−/−^ villin-Cre^ER^ enteroids treated with or without 0.5 µM of 4-hydroxy Tamoxifen for five days were used (*n* = 3). Paraformaldehyde-fixed enteroids were mixed with Histogel (Thermo Fisher Scientific) before paraffin inclusion. Nuclei were stained with DAPI when needed. To assess DNA damage by immunofluorescence, paraffin-embedded enteroid sections were labeled with a primary rabbit antibody against phospho-histone γH2A.X (sc-101696) (1:500, Santa Cruz Biotechnology, Santa Cruz, CA, USA) and F(ab’) rabbit IgG (H + L) (Alexa Fluor 568) preadsorbed secondary antibodies (Abcam, Cambridge, MA, USA), as previously done [30].

Wild-type and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ jejuna, from mice treated with or without Tofacitinib, were fixed in 4% paraformaldehyde and enclosed in paraffin. Four µm-sections were stained with hematoxylin and eosin for histological analysis, and with Best’s Carmine for Paneth cell staining. Proliferation was determined by staining with fluorescein-conjugated mouse antibody against bromodeoxyuridine (BrdU) (1:50, BMC 9318, Roche Diagnostics, Laval, QC, Canada). BrdU positive nuclei and Paneth cells were counted with Cell Profiler 3.15 [35]. Sections were rehydrated with graded ethanol series containing 100, 95, 80 and 70% xylene, and then boiled for 12 min in 10 mM citric acid for immunofluorescence, or boiled for 20 min in a 10 mM Tris pH 9.0, EDTA 1 mM, 0.05% Tween-20 solution for immunocytochemistry. Sections were blocked in a PBS solution containing 0.1% BSA and 0.2% Triton X-100 for 45 min. For immunofluorescence experiments, sections were incubated with a rabbit antibody against Claudin-3 (341700) (1:200, Invitrogen) or a goat antibody against lysozyme (sc-27958) (1:500, Santa Cruz Biotechnology). Primary antibodies were recognized with secondary Alexa Fluor 568 goat anti-rabbit IgG (H + L) or Alexa Fluor 555 donkey anti-goat IgG (H + L) (Life Technologies). For immunocytochemistry experiments, sections were incubated with rabbit antibodies against phospho-S6 ribosomal protein (#2211) (1:500, Cell Signaling, Whitby, ON, Canada), against Stat3 (#12640) (1:200, Cell Signaling) and against the T-cell marker CD3 (A0452) (1:500, Dako Canada, Burlington, ON, Canada), followed by labeling with EnVision + System-HRP (Dako Canada). Information about antibodies is included in Supplementary Table S2.

### 2.8. Western Blot Analysis

Jejunal IEC from three-month-old wild-type and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice were enriched by EDTA treatment. IEC were lysed in 1 X Laemmli buffer (62.5 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol) supplemented with protease and phosphatase inhibitors. Protein concentrations were determined with the Pierce BCA Protein Assay kit (Therrmo Fisher Scientific). Amounts of 15 µg of total proteins were separated on 4–12% SDS-polyacrylamide gels, and transferred on PVDF membranes (Roche Molecular Biochemicals). Membranes were incubated 1 h at room temperature or overnight at 4 °C with primary antibodies including rabbit anti-phospho-Stat3 (#9145, Cell Signaling), rabbit anti-Stat3 (#12640, Cell Signaling), rabbit anti-phospho-p38 (#4511, Cell Signaling), rabbit anti-claudin 3 (341700, Invitrogen), rabbit anti-cleaved Notch (#4147, Cell Signaling), rabbit anti-phospho-S6 (#4858, Cell Signaling) and GAPDH (#2118, Cell Signaling). Primary antibodies were recognized with secondary goat anti-rabbit antibodies (Life Technologies) before immune complex detection with Amersham ECL^TM^ Western blotting detection reagents (GE Healthcare, Mississauga, ON, Canada).

### 2.9. Statistical Analysis

Data are expressed as the mean ± SEM. Groups were compared by Student’s *t*-test (unpaired), or one-way ANOVA with Tukey multiple comparison test.

## 3. Results and Discussion

We have previously observed that IEC-specific dual deletion of *Hdac1* and *Hdac2* led to IEC differentiation and proliferation alterations, as well as chronic inflammation in the colon [18]. To determine whether HDAC1 and HDAC2 are both needed for IEC growth and survival, we generated enteroid cultures from villin-Cre dual *Hdac1*^−/−^; *Hdac2*^−/−^ murine crypts. After five days of culture, growth was stopped in all enteroids, with the absence of budding (*n* = 3, Supplementary Figure S1). Attempts to passage the enteroids were unsuccessful. This suggests that during enteroid growth, deletion of the remaining *Hdac1* or *Hdac2* allele occurs, leading to cell growth inhibition and death. We then produced enteroids from crypts isolated from villin-Cre^ER^ dual *Hdac1*^−/−^; *Hdac2*^−/−^ mice. As opposed to control enteroids, villin-Cre^ER^ enteroids treated for 5 days with Tamoxifen displayed enteroid structure alterations, reduction in budding and growth arrest (Figure 1A), as well as increased phospho-γ-H2AX staining, a marker of DNA damage (Figure 1B). Thus, growth arrest of *Hdac1*^−/−^; *Hdac2*^−/−^ KO enteroids may be due to a combination of chromatin destabilization and accumulation of DNA damage, which may lead to organoid death. Indeed, HDAC1 and HDAC2 are both needed to regulate DNA repair and the double-strand break-dependent DNA damage response [36]. In agreement with this, we have previously observed increased phospho-γ-H2AX staining in *Hdac1*- or *Hdac2*-depleted enteroids, suggesting again augmented sensitivity to DNA damage upon DNA replication [30]. Our results, with in vivo and inducible deletion organoid models, confirm those of Zimberlin et al. [37], that both *Hdac1* and *Hdac2* are necessary for organoid growth.

The question remains about the difference between the death of organoids deleted for HDAC1 and HDAC2 and living mutant mice; which pathways are implicated in maintaining mutant mice alive? We have previously shown by microarray analysis of total IEC-specific *Hdac1* and *Hdac2* deleted colonic RNAs the presence of chronic intestinal inflammation [18]. To determine the IEC-intrinsic effect of *Hdac* deletion in the jejunum of mutant mice, we verified the global transcriptome and proteome of EDTA-enriched jejunal cells from wild-type and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice. 

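RNA sequencing of the EDTA-enriched jejunal IEC covered 3 control and 3 Hdac1/2-deleted mice aged 3 months, with 1 library per mouse. The authors aligned the reads to GRCm38 with STAR and deposited the number of reads counted on each of 19616 genes, without normalization. The same table holds the counts multiplied by 1 factor per sample and the authors' log2 fold changes. The paper's text names neither the program that counted the reads nor the annotation. Between 36111035 and 65902344 reads per mouse were counted on genes, with a median of 62311942 in control mice and 60418894 in Hdac1/2-deleted mice. At these depths 3 counts, taken as the smallest level that can be shown, correspond to 0.0455 to 0.0831 CPM. That floor covers counting error only. Counts were normalized with edgeR's TMM method, and filterByExpr left 15618 genes for edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. A gene was called increased or decreased when its adjusted p was at most 0.05 and its expression differed at least 2-fold. Expression is given as CPM, the counts scaled by library total and TMM factor, as mean ± SD (n = 3 mice). An exact permutation test of 3 mice against 3 cannot give a p below 0.10. The sample labels give no sequencing batch.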

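Hdac1, listed as ENSMUSG00000028800, lies on chromosome 4 from 129516104 to 129542713 of GRCm38. Its expression was 40.8 ± 7.33 CPM in control IEC and 3.77 ± 1.16 in Hdac1/2-deleted IEC. The log2 fold change was -3.43 (standard error 0.26, adjusted p = 2.9e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The raw counts of Hdac1 ranged from 1916 to 2596 in control mice and from 96 to 296 in Hdac1/2-deleted mice. With each mouse left out in turn, its log2 fold change ranged from -3.63 to -3.21. Hdac2, listed as ENSMUSG00000019777, lies on chromosome 10 from 36974544 to 37001889. Its expression was 27.7 ± 4.72 CPM in control IEC and 24.5 ± 2.70 in Hdac1/2-deleted IEC, and the ranges of both groups overlapped. The log2 fold change of Hdac2 was -0.18 (standard error 0.17, adjusted p = 0.44, same test). When counts were scaled by library totals only, it was 0.0069.

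**Figure D1:**
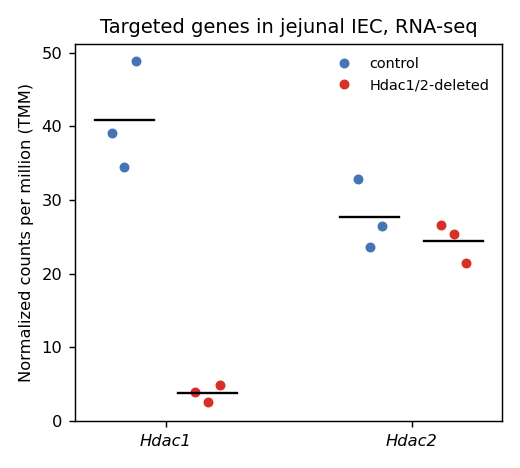
Normalized CPM of Hdac1 and Hdac2 in jejunal IEC, 1 point per mouse, with a line at the mean of 3 mice. Every Hdac1/2-deleted mouse lies below every control mouse for Hdac1, and the groups overlap for Hdac2.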

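Of the 15618 genes tested, 1944 were increased and 1990 were decreased in Hdac1/2-deleted IEC. They made up 9.91% and 10.1% of the 19616 genes in the deposited table. Without the 2-fold limit, 6366 genes had an adjusted p of at most 0.05, of which 3198 were higher and 3168 lower in Hdac1/2-deleted IEC. The levels of the 3 control and 3 Hdac1/2-deleted mice did not overlap for 8312 genes, or 53.2% of those tested, where chance gives 10%. The alternative that moved the balance most was scaling by library totals only, which gave 2463 increased and 1538 decreased genes. Leaving out each mouse in turn gave 1841 to 2109 increased and 1790 to 2012 decreased genes. Control mouse C3 was the only animal whose library held Y chromosome transcripts beyond a few reads, and without it 86.2% of the called genes were called in the same direction. Of the genes that Supplementary Table S3 lists as increased, 1769 were tested and 1715 were called increased here. The part of that table that was read also lists 95 decreased genes, and all 95 were called decreased here. None of these listed genes was called in the opposite direction. Among called genes with a mean log2 CPM of at least 3 and no overlap between groups, the 5 with the largest increases were Fga (10.53), Mfi2 (9.87), Dpcr1 (9.82), H19 (9.57) and Apoc1 (9.06), as log2 fold changes. The 5 with the largest decreases were Cym (-9.01), Aqp8 (-8.13), Cyp2b10 (-7.50), Ces1g (-6.73) and Vnn1 (-6.28). The decrease of Aqp8 no longer passed the adjusted p limit when H1 or H9 was left out. Its control mean rests mostly on C3, with 169 CPM against 14.1 in C1 and 14.4 in C3-3. With each mouse left out in turn, the log2 fold change of Aqp8 ranged from -8.60 to -5.88.

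**Figure D2:**
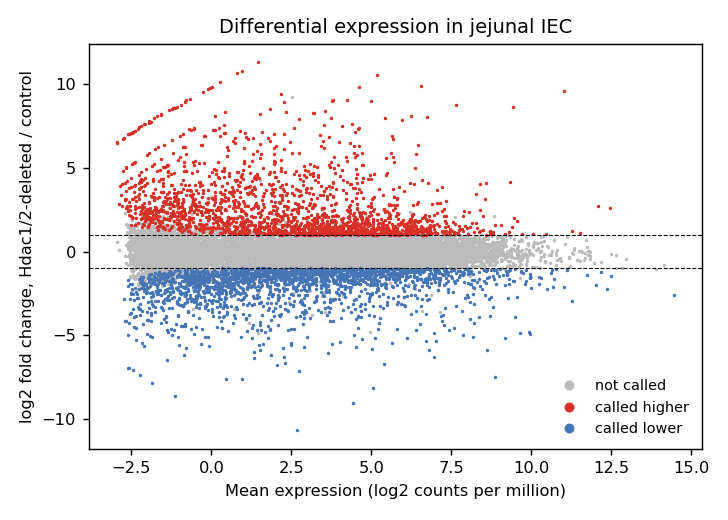
Log2 fold change of Hdac1/2-deleted over control IEC against mean expression in log2 CPM, 1 point per gene for 15618 genes. Red points are the 1944 genes called increased, blue points the 1990 called decreased, and dashed lines mark a 2-fold change. The line of points at the upper left holds genes with no counts in control mice.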

RNA-Seq analysis identified 1904 genes with increased expression (more than 2-fold) and 1682 genes with decreased expression (less than 0.5-fold) in dual *Hdac*-deficient jejunal cells (DESeq adjusted *p*-value ≤ 0.05), representing respectively 9.7% and 8.6% of total identified genes (Supplementary Table S3). Mass spectrometry proteomic analysis of differentially labeled TMT proteins revealed 332 proteins increased (more than 1.5-fold) and 423 proteins decreased (less than 0.75-fold) in dual *Hdac*-deficient jejunal cells (FDR 5%), representing respectively 10.3% and 13% of the total detected proteins (Supplementary Table S4). 

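The gene sets behind the pathway and gene ontology analyses were not analysed here, and lists of genes written from pathway names, cell types and the paper's own genes took their place. Each list was compared with all other tested genes by limma's camera test, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 37 lists with at least 5 tested genes. In all, 18 lists had an adjusted p of at most 0.05, of which 5 shifted up and 13 shifted down. These include the genes the paper names for RNA-Seq, those of its Figure 4, and the class I histone deacetylases with Hdac1 itself, whose shifts were largely fixed in advance. With the inter-gene correlation estimated for each list, 0 lists passed after adjustment and 2 had an unadjusted p under 0.05. The 9 other splits of the 6 mice into groups of 3 gave 4 to 14 lists past the limit, so the numbers of called genes are given beside each p. Of 43 tested genes of retinol metabolism, 7 were increased and 18 decreased, with a median log2 fold change of -0.94 (adjusted p = 0.0084, limma camera). The decreased genes included Rdh16 (-5.12), Lrat (-2.42), Ces1g and Adh1 (-1.37), and the increased genes Rbp4 (3.58) and Bco1 (3.42). Melatonin and nicotine are degraded by cytochrome P450 enzymes, UDP-glucuronosyltransferases and sulfotransferases. Of 46 tested P450 genes of families 1 to 4, 5 were increased and 23 decreased, with a median of -1.30 (adjusted p = 0.0025, same test). Cyp3a11, on chromosome 5 from 145854426 to 145879964 of GRCm38, fell from 1356 ± 308 to 90.9 ± 43.8 CPM, a log2 fold change of -3.90 (standard error 0.37, adjusted p = 1.4e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Many P450 genes are close paralogs, and how reads shared between them were counted is not stated. Of 13 UDP-glucuronosyltransferase genes, 3 were increased and 2 decreased, and the list did not shift (median -0.32, adjusted p = 0.56, limma camera). The members of the Ugt1a cluster overlap one another, so the value of Ugt1a1 (-2.32) is that of a shared locus. Of 6 sulfotransferase genes, 0 were increased and 4 decreased, with a median of -1.80 (adjusted p = 0.058, limma camera). That list passed the limit under some alternatives, such as testing genes with at least 10 counts in every sample (adjusted p = 0.019, limma camera).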

Among the top canonical pathways, retinol biosynthesis, melatonin and nicotine degradation pathways were shared between the transcriptome and the proteome (Figure 2A and Figure 3A). Data analysis revealed estrogen biosynthesis, FXR/RXR and LXR/RXR activation as top canonical pathways for the transcriptome (Figure 2A), and EIF2 signaling, LPS/IL-1 mediated inhibition of RXR function and antigen presentation pathway for the proteome (Figure 3A). 

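The list of bile acid and FXR pathway genes held 20 tested genes, of which 3 were increased and 2 decreased, and it did not shift as a group (median log2 fold change 0.26, adjusted p = 0.36, limma camera). Within it, Abcb11 had at most 2 counts in control mice and at least 149 in Hdac1/2-deleted mice, at least 72.2-fold higher. Cyp27a1 fell from 189 ± 85.0 to 25.9 ± 11.9 CPM, a log2 fold change of -2.87 (standard error 0.48, adjusted p = 0.0035, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The bile acid transporter gene Slc10a2 rose by 2.48 on the log2 scale, but its adjusted p reached 0.059 in the edgeR fits that left out 1 mouse. Of 27 tested genes of the LXR pathway and cholesterol transport, 7 were increased and 7 decreased (median -0.30, adjusted p = 0.58, limma camera). They included Apom (7.33) and Apoc1 among the increased genes, and Srebf1 (-1.94), Abcg8 (-1.47) and Apoa4 (-2.61) among the decreased genes, with log2 fold changes in parentheses. Secreted hepatic and acute-phase proteins formed a separate list. Of its 22 tested genes, 14 were increased and 2 decreased, with a median of 2.87 that ranged from 2.70 to 3.80 when 1 mouse was left out (adjusted p = 7.4e-06, limma camera). Albumin, the gene Alb, was 1 of the decreased genes (-1.82). Estrogen biosynthesis genes had no list of their own.

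**Figure D3:**
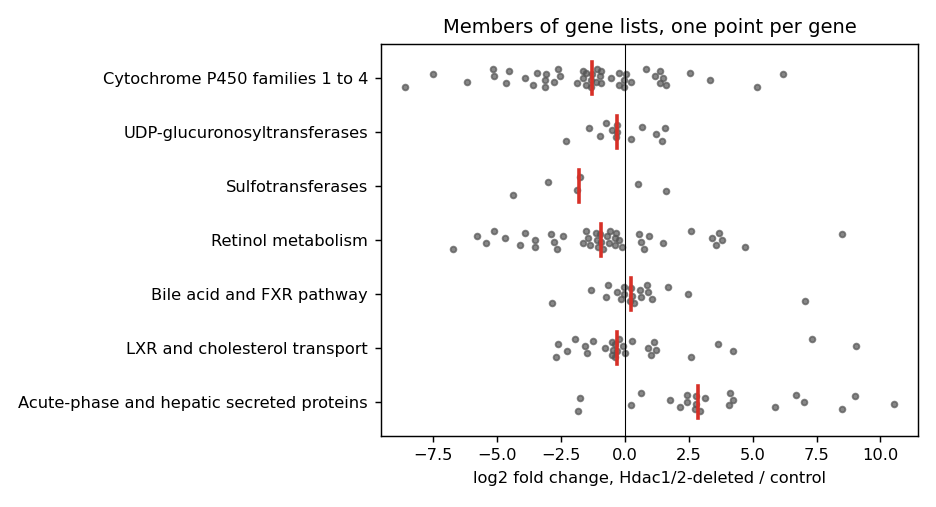
Log2 fold change of Hdac1/2-deleted over control IEC for each tested member of 7 gene lists, 1 point per gene, with a red line at each list's median. The median is lowest for sulfotransferases (-1.80) and highest for acute-phase and hepatic secreted proteins (2.87), and every list has members on both sides of 0.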

Activation of nuclear receptors such as FXR, is related to deregulation of lipid metabolism pathways, including oxidation of fatty acids [38], that may provide energy for IEC as well increased production of the acetyl donor, acetyl-CoA, the major regulator of histone acetylation. 

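EIF2 signaling genes encode translation initiation factors and ribosomal proteins. Of 52 tested genes with initiation factor names, 4 were increased and 1 decreased, and 40 had a positive log2 fold change (median 0.44, adjusted p = 0.0071, limma camera). The largest increase of the list was Eif4ebp1 (2.81), which encodes a binding protein that inhibits an initiation factor and is not one itself. Eif4e3 (-2.20) was the decreased gene. Of 85 tested genes for cytosolic ribosomal proteins, 0 were increased and 1 decreased, and 67 had a positive log2 fold change (median 0.24, adjusted p = 0.013, limma camera). The median of the ribosomal genes was 0.10 without control replicate C3 (adjusted p = 0.34, limma camera). In the part of Supplementary Table S4 that was read, 75 of 76 matched ribosomal proteins had a positive log fold change. Their median, from the paper's values, was 0.46. Of the matched initiation factors, 27 of 29 were positive there, with the paper's median of 0.40. The 16 genes of the mTOR pathway had a median log2 fold change of 0.29, with 2 increased and 0 decreased (adjusted p = 0.39, limma camera).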

EIF2 signaling activation observed in the proteome analysis, but not the transcriptome analysis, confirms mTOR pathway activation associated with increased small intestine lengthening, observed in villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice [18]. Gene Ontology analysis with DAVID identified common proteome and transcriptome biological processes, such as lipid metabolic process, metabolic process, cell adhesion, oxidation-reduction process and antigen processing and presentation, related to immune responses. It was observed that after HDAC inhibition in dendritic cells results in STAT3-regulated gene expression modifications. 

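Glutathione S-transferase genes take part in redox metabolism, and of 20 tested, 2 were increased and 8 decreased (median log2 fold change -0.56, adjusted p = 0.35, limma camera). Genes for antigen processing on MHC class I molecules fell as a group. Of 24 tested genes, 0 were increased and 12 decreased, and 2 had a positive log2 fold change. Their median was -1.16 and ranged from -1.37 to -0.90 when 1 mouse was left out (adjusted p = 1.7e-04, limma camera). B2m, on chromosome 2 from 122147686 to 122153083 of GRCm38, encodes the shared light chain of these molecules. It fell from 2501 ± 359 to 816 ± 89.8 CPM, a log2 fold change of -1.62 (standard error 0.19, adjusted p = 2.3e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The heavy chain gene H2-K1 fell by 2.11 on the log2 scale. Class I heavy chain genes are close paralogs, so a value for 1 of them can include reads of another. In the part of Supplementary Table S4 that was read, all 8 matched class I and peptide loading proteins were lower, with the paper's median log fold change of -0.66.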

Downregulated STAT3-dependent targets are involved in immune effector processes and antigen processing/presentation, as we observed here. This suggests a direct interaction between HDAC activity and STAT3-targeted gene regulation [39]. Again, most deregulated pathways following *Hdac1* and *Hdac2* loss in IEC involve metabolic processes associated with acetyl-CoA production pathways. GO analysis identified specific transcriptome-associated biological processes, such as negative regulation of extrinsic apoptosis, multicellular organism development, epithelial cell differentiation and transport, and specific proteome-associated biological processes related to translation, defense response to bacteria and chromatin regulation (Figure 2B and Figure 3B). 

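Among genes of fatty acid uptake and oxidation, 1 of 45 tested was increased and 17 were decreased, with a median log2 fold change of -0.67 (adjusted p = 2.7e-04, limma camera). The fatty acid transporter gene Cd36, on chromosome 5 from 17781690 to 17888801 of GRCm38, fell from 240 ± 46.3 to 8.13 ± 2.12 CPM. Its log2 fold change was -4.88 (standard error 0.25, adjusted p = 4.1e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Pdk4 (-5.89) and Decr2 (-2.65) were also decreased, and Acads (1.08) was the increased gene. Of 22 tested genes of triacylglycerol and chylomicron assembly, 2 were increased and 6 decreased (median -0.68, adjusted p = 0.012, limma camera). Genes of cholesterol biosynthesis moved the other way, with 9 of 24 increased and 0 decreased (median 0.64, adjusted p = 0.0062, limma camera). Of the 10 splits of the 6 mice into groups of 3, 4 gave the cholesterol list as small a p. For the triacylglycerol list 3 splits did, and for the fatty acid list 1, the real one. The z-score of conversion of lipid in Supplementary Table S5 is, as the paper's values, -3.23 for RNA and -3.36 for protein. For conversion of fatty acid the paper's z-scores are -2.57 and -2.61, and for concentration of fatty acid they are -2.05 and 1.74.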

Disease and biological functions sorted by z-score highlighted downregulation of lipid-related functions at both RNA and protein levels (Supplementary Table S5). Top upstream regulators common to mutant transcriptome and proteome included CFTR, PPARA with associated regulators (ciprofibrate and ACOX), PPARG, HNF4A and IL10RA, as determined by IPA analysis (Supplementary Table S6). Thus, HDAC-dependent epigenetic modifications play an important role in controlling intrinsic and extrinsic pathways of intestinal homeostasis. Indeed, *Hdac* deletion results in consistent alterations in environmental sensing pathways to xenobiotics, microbial and diet-derived ligands, as well as endogenous cell metabolites.

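Supplementary Table S6 lists the genes behind each upstream regulator, which are the paper's own changed genes on these data, so their number among the called genes shows no stability. For CFTR, 24 targets were tested, of which 9 were increased and 13 decreased. PPARA had 29 tested targets, with 12 increased and 16 decreased. For ciprofibrate, a PPARA agonist, 15 of 36 targets were increased and 18 decreased. PPARG had more increased than decreased targets, 37 against 26 of 63. HNF4A had 23 increased and 26 decreased targets among 50. IL10RA had 22 increased and 32 decreased among 56. None of the genes Cftr, Ppara, Pparg, Hnf4a and Il10ra was itself called increased or decreased. Their log2 fold changes were 0.50 for Cftr (adjusted p = 0.030), -0.38 for Ppara (adjusted p = 0.33), -0.29 for Pparg (adjusted p = 0.58), -0.30 for Hnf4a (adjusted p = 0.13) and 0.59 for Il10ra (adjusted p = 0.29), all from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment.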

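A list of nuclear receptors, receptors for microbial products and other environmental sensors held 36 tested genes, of which 2 were increased and 7 decreased. The list did not pass the limit (median log2 fold change -0.39, adjusted p = 0.067, limma camera), and it passed it without control replicate C1 (median -0.40, adjusted p = 0.042, limma camera). The xenobiotic receptor gene Nr1i3, on chromosome 1 from 171213970 to 171220701 of GRCm38, fell from 65.4 ± 7.49 to 26.2 ± 5.03 CPM. Its log2 fold change was -1.32 (standard error 0.17, adjusted p = 4.5e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the region overlaps the gene Tomm40l. The vitamin D receptor gene Vdr fell by 1.40 on the log2 scale. Of the receptors for bacterial peptidoglycan, Nod2 had a log2 fold change of -3.04 and Nod1 of 1.19. The paper concludes that epigenetic modifications dependent on HDAC have an important role in the control of intrinsic and extrinsic homeostasis pathways, and gives altered sensing of environmental ligands and cell metabolites as its reason.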

Previous microarray and QPCR analysis with total mucosal RNA preparations from mutant colons indicated an inflammatory state in mutant mice, associated with differentiation defects. Here, we measured by qPCR intrinsic gene expression changes in enriched *Hdac*-deleted IEC, without the mucosal portions. C-type lectin *Reg3β* and *Reg3γ* gene expression was increased (Figure 4A). This antimicrobial peptide family controls intestinal barrier processes, in part by controlling luminal bacterial content and by regulating innate as well as adaptive mucosal immune responses [40]. Paneth cell differentiation was altered, as exemplified by decreased expression of antimicrobial *Cryptdin* (Figure 4A), and of novel markers including the Krüppel-like transcription factor *Klf15* and the mucosal pentraxin *Mptx2* (respectively −2.781 and −2.26 (log_2_)) ([41]; Supplementary Table S3). 

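Klf15, listed as ENSMUSG00000030087, lies on chromosome 6 from 90462576 to 90475238 of GRCm38. In the RNA-Seq libraries its expression was 13.0 ± 7.73 CPM in control IEC and 1.85 ± 0.547 in Hdac1/2-deleted IEC. The log2 fold change was -2.80 (standard error 0.54, adjusted p = 0.0049, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -3.21 to -2.41 with each mouse left out in turn. Mptx2, listed as ENSMUSG00000079180, lies on chromosome 1 from 173274382 to 173277777. Its expression was 223 ± 34.8 CPM in control IEC and 46.0 ± 14.4 in Hdac1/2-deleted IEC, a log2 fold change of -2.28 (standard error 0.25, adjusted p = 2.0e-04, same test). For both genes every Hdac1/2-deleted mouse was below every control mouse, although Klf15 varied from 4.25 to 19.0 CPM among controls. Of 24 tested Paneth cell genes, 1 was increased and 18 were decreased, with a median log2 fold change of -3.95 (adjusted p = 1.7e-07, limma camera). The decreased genes included Lyz1 (-4.83), Ang4 (-5.33) and the defensin gene Defa24 (-5.13). The increased gene was Mptx1 (2.75). Reads that match several defensin paralogs limit the value of any single defensin gene.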

Some enteroendocrine cell (EEC) hormone genes expressed in different EEC subsets were increased, such as *ChgA* encoding a neuroendocrine secretory protein (Figure 4A), and secretin (*Sct*), a pan-EEC marker (4.094 (log_2_)), or decreased (Gastric inhibitory peptide (*Gip*), −1.255 (log_2_); Glucagon (*Gcg*) −1.266 (log_2_)). 

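Sct, listed as ENSMUSG00000038580, lies on chromosome 7 from 141278330 to 141279133 of GRCm38. Its expression was 42.6 ± 9.75 CPM in control IEC and 718 ± 129 in Hdac1/2-deleted IEC, a log2 fold change of 4.08 (standard error 0.23, adjusted p = 6.9e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Gip, listed as ENSMUSG00000014351, lies on chromosome 11 from 96024545 to 96030831. It fell from 199 ± 32.1 to 82.2 ± 10.7 CPM, a log2 fold change of -1.27 (standard error 0.17, adjusted p = 4.7e-04, same test). Gcg, listed as ENSMUSG00000000394, lies on chromosome 2 from 62474530 to 62483650 and fell from 18.1 ± 1.83 to 7.44 ± 0.80 CPM. Its log2 fold change was -1.28 (standard error 0.18, adjusted p = 5.8e-04, same test). The control and Hdac1/2-deleted mice did not overlap for these 3 genes. In the same libraries Chga had a log2 fold change of 0.02 (standard error 0.19, adjusted p = 0.93, same test), with overlapping groups, and it ranged from -0.10 to 0.20 when 1 mouse was left out. Of 28 tested enteroendocrine genes, 4 were increased and 6 decreased, and the list did not shift as a group (median -0.34, adjusted p = 0.21, limma camera). Iapp (2.31) was also increased and Pcsk1 (-1.78) also decreased.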

Other subset-specific EEC genes, such as Neurotensin (*Nts*) and Somatostatin (*Sst*), were decreased (−1.31, −3.966 (log_2_), Supplementary Table S3) [7,41]. 

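Nts, listed as ENSMUSG00000019890, lies on chromosome 10 from 102481756 to 102490486 of GRCm38. Its expression was 17.3 ± 8.10 CPM in control IEC and 6.89 ± 1.92 in Hdac1/2-deleted IEC. The log2 fold change was -1.33 (standard error 0.34, adjusted p = 0.014, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without control replicate C1 the log2 fold change of Nts was -0.86, under the 2-fold limit, and its adjusted p from edgeR was 0.058 without H1 and 0.060 without H5. Sst, listed as ENSMUSG00000004366, lies on chromosome 16 from 23889573 to 23890958. It fell from 72.8 ± 8.46 to 4.61 ± 1.37 CPM, a log2 fold change of -3.98 (standard error 0.25, adjusted p = 1.0e-05, same test) that ranged from -4.19 to -3.76 when 1 mouse was left out. The 7 genes whose RNA-Seq log2 fold change the paper's text states were all called here, over all genes tested and over these 7 alone. Since that list was chosen from these data, the second count shows no stability.

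**Figure D4:**
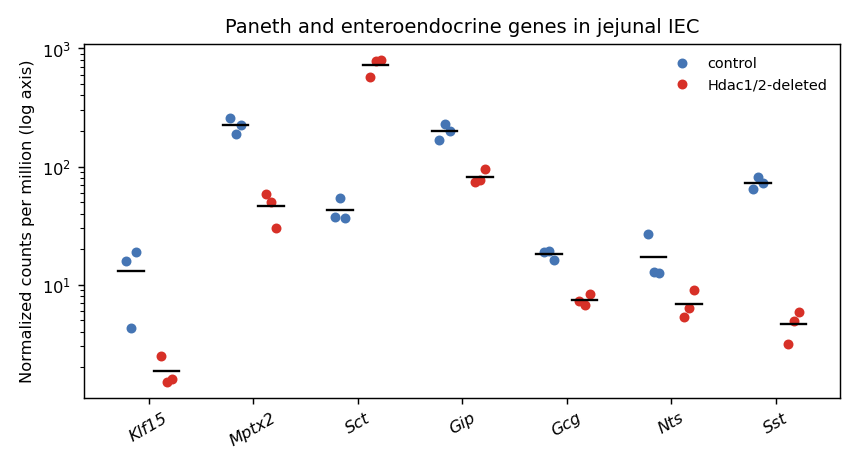
Normalized CPM, on a log axis, of Klf15, Mptx2, Sct, Gip, Gcg, Nts and Sst in jejunal IEC, 1 point per mouse, with a line at the mean of 3 mice. Sct is higher and the other genes are lower in every Hdac1/2-deleted mouse than in every control mouse.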

Enterocyte and goblet cell differentiation was altered (Figure 4B, 4C). Indeed, enterocyte-expressed *Slc15a1*, encoding the brush border intestinal hydrogen peptide cotransporter PepT1 [42], *Sis*, encoding the brush border sucrase–isomaltase and *Fabp2*, encoding a fatty acid protein involved in long-chain fatty acid uptake and transport, were decreased, while *Alpi*, an alkaline phosphatase gene with anti-inflammatory properties, namely through bacterial lipopolysaccharide detoxification, was increased [43,44] (Figure 4B). Goblet-expressed *Tff3*, encoding a repair-inducing protective Trefoil family secretory protein [45], *Muc2*, encoding a secreted mucin involved in mucous barrier formation, and *Zg16,* encoding a lectin-like protein acting as a bacterial segregator [46], were decreased (Figure 4C). Thus, while differentiation and function of the three main IEC types, namely enterocytes, secretory Paneth and goblet cells, are altered in knockout cells, a number of protective genes, including *Reg* and *Alpi* genes, are increased, and may play important roles to ensure tissue homeostasis.

We also observed decreased expression of *Atoh1*, encoding an IEC secretory lineage differentiation regulator, and *Lgr5*, encoding an R-spondin receptor involved in stem IEC maintenance, as well as increased expression of *Jag2*, encoding a Notch receptor activating ligand, and *Ccnd1*, encoding the cell cycle regulator Cyclin D1 (Figure 4D). Thus, gene expression results on isolated IEC confirm that IEC-specific *Hdac1* and *Hdac2* deletion alters Notch signaling and stem cell marker expression, as well as IEC proliferation [18]. 

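The 11 tested MHC class II genes included 1 increased and 8 decreased genes in Hdac1/2-deleted IEC, with a median log2 fold change of -3.85 (adjusted p = 0.0072, limma camera). The increased gene was H2-Oa (1.54). Cd74, on chromosome 18 from 60803848 to 60812652 of GRCm38, fell from 1934 ± 1531 to 64.8 ± 25.7 CPM. Its log2 fold change was -4.90 (standard error 0.66, adjusted p = 0.0015, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Ciita, on chromosome 16 from 10480059 to 10528418, fell from 15.1 ± 10.1 to 1.44 ± 0.533 CPM, a log2 fold change of -3.37 (standard error 0.56, adjusted p = 0.0026, same test), and overlaps the gene Dexi. H2-Ab1, on chromosome 17 from 34257689 to 34269419, had a log2 fold change of -5.85 (standard error 1.03, adjusted p = 0.0073, same test). Control mice differed widely for H2-Ab1, with 179 CPM in C3 and 1662 in C3-3, while Hdac1/2-deleted mice had 10.1 to 19.5. H2-Aa (-5.08), H2-Eb1 (-3.85), H2-DMa (-3.25) and H2-DMb1 (-5.68) were also decreased, of which H2-Eb1 overlaps Gm20513 and H2-DMa overlaps Brd2. The adjusted p of H2-Aa and H2-Eb1 rose above 0.05 in 1 or more of the edgeR fits that left out 1 mouse, and reached 0.053 and 0.074. The class I gene H2-D1 had a log2 fold change of -0.74 (adjusted p = 0.022, same test), under the 2-fold limit. Without C3-3, the mouse with the highest class II expression, the median of the class II list was -2.72.

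**Figure D5:**
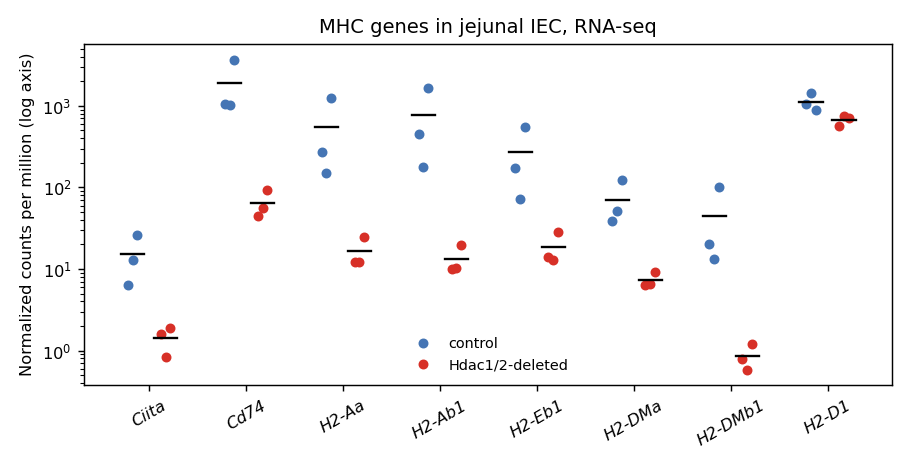
Normalized CPM, on a log axis, of 7 genes of MHC class II expression and of the class I gene H2-D1 in jejunal IEC, 1 point per mouse, with a line at the mean of 3 mice. Every Hdac1/2-deleted mouse is below every control mouse for each gene, and the controls spread more for the class II genes than for H2-D1.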

As Omics analysis suggested defects in pathways related to antigen processing and presentation, we verified MHC class II gene expression (Figure 4E). Indeed, IEC act as antigen-presenting cells, in part by expressing MHC class II genes and regulators both in differentiated cells [47] and in stem cell subtypes [48]. Recent data suggest that IEC-specific MHC class II gene deletion leads to increased intestinal stem cell numbers, as well as IEC differentiation and T cell activation defects [48]. qPCR analysis showed reduced expression of a number of MHC Class II genes, as well as the MHC Class II *Ciita* transcriptional regulator and *Cd74*, a chaperone associated with MHC Class II [47]. Thus, HDAC may be important regulators of MHC class II IEC expression patterns which could affect both the mucosal immune responses and IEC barrier homeostasis.

We then assessed the intrinsic IEC effect of *Hdac* and *Hdac2* deletion on signal transduction pathways, by Western blot analysis of IEC-enriched protein extracts. Both STAT3 and p38 inflammatory signaling was induced in *Hdac*-deleted IEC, as shown by increasing STAT3 and p38 phosphorylated forms as opposed to control IEC (Figure 4F). Notch signaling was increased, as assessed by augmented levels of cleaved Notch (Figure 4G). Notch signalling activation not only maintains intestinal epithelial stem cells, but also regulates IEC progenitor differentiation into enterocytes while repressing the secretory differentiation pathway [49]. In addition, the mTOR kinase pathway was activated, as shown by increased levels of phospho-ribosomal S6 protein, a downstream target of S6 kinases (Figure 4G). mTOR may play a role in intestinal regeneration upon injury [50]. Intrinsic IEC mTOR pathway activation is thus associated with increased small intestinal growth in IEC-specific *Hdac1* and *Hdac2* deleted mice [18]. Finally, protein levels of CLDN3, a component of tight junctions regulating IEC polarity and barrier functions, and a marker of intestinal barrier integrity [51], were reduced (Figure 4G).

Thus, IEC-specific *Hdac1* and *Hdac2* deletion leads to activation of Notch, Stat3 and mTOR pathways involved in stemness, differentiation and inflammatory responses. Results obtained in different cell lines have uncovered crosstalk interactions between these pathways. For example, mTOR may phosphorylate and activate Stat3 [52]. A mTOR-Stat3-Notch pathway is involved in the control of murine embryonic fibroblast and human breast cancer cell line differentiation [53]. Notch receptor ligands may lead to Stat3 activation of Hes family members in neural stem cells [54]. Finally, Notch activation may induce mTOR activation during liver lipogenesis [55,56]. To determine the impact of these pathways on the mutant mouse phenotype, we focused on the Notch and Stat3 pathways. We treated mice respectively with Dibenzazepine (DBZ), a Notch/γ-secretase inhibitor, to block the Notch pathway [57], and Tofacitinib, a JAK kinase inhibitor, to block the JAK-STAT pathway [58].

As observed before, IEC-specific *Hdac1* and *Hdac2* deletion resulted in decreased secretory Paneth and goblet cell numbers, crypt elongation and impaired epithelial polarity, as evidenced by disrupted nuclear staining and localization ([18]; Supplementary Figure S2A). In contrast to control mice, DBZ treatment was lethal to some mutant mice. DBZ treatment increased the number of goblet cells in control mice. H and E staining of jejunal sections from surviving mutant mice revealed an increase in the number of goblet cells and eosinophilic granule-stained Paneth cells in the crypt. Thus, by blocking the Notch pathway, IEC secretory lineage differentiation was increased in both control and mutant mice However, it was quite evident that DBZ treatment intensified epithelial disruption in mutant mice. As Notch signaling is involved in maintaining stem cell pools, we have injected mice with BrdU and evaluated proliferation in intestinal crypts (Supplementary Figure S2B). As observed before, IEC-specific *Hdac1* and *Hdac2* deletion led to enhanced crypt proliferation and expansion. In contrast to control mice, DBZ treatment decreased proliferative cell numbers at the bottom of the crypts, with some proliferative cells maintained in the upper crypt region. Thus, IEC-specific *Hdac1* and *Hdac2* deletion renders mice more sensitive to Notch signaling alterations. Diversion of stem cells towards secretory cell differentiation may deplete the stem cell pool, thereby affecting epithelial maintenance in an injury-like setting, such as found in the mutant *Hdac1* and *Hdac2* deletion mouse mucosa.

To determine the importance of Stat3, a major pathway activated in dual IEC-specific *Hdac1* and *Hdac2*-deficient mice, we inhibited Stat signaling with Tofacitinib, a JAK inhibitor. As opposed to control mutant mice, Tofacitinib treatment led to partial restoration of nuclear basal epithelial localization, as assessed by H and E staining (Figure 5A). In control mice, immunofluorescence staining showed that CLDN3 was restricted to basolateral membranes in both jejunal upper crypt and villus compartments (Figure 5B), as observed in rat duodenal stained sections [59]. In mutant mucosa, in addition to decreased CLDN3 expression, CLDN3 was delocalized (Figure 5B). In contrast, Tofacitinib treatment restored both CLDN3 levels and basolateral localization, suggesting amelioration of barrier function. Finally, we assessed crypt cell proliferation after BrdU staining. While crypt cell proliferative numbers were enhanced in mutant mice, Tofacitinib treatment reduced the number of BrdU positive cells to intermediary levels, in comparison to control mice. (Figure 5C,D). This correlated with the appearance of Paneth cells that help to stabilize the crypt niche in mutant mice. While Tofacitinib treatment did not increase goblet cell numbers in mutant mice, as assessed by Alcian blue staining, Paneth cell numbers were increased, as shown by increased Lysozyme- and Best’s Carmine-stained cells in the crypt, as well as by increased numbers of crypts containing more than one Paneth cell, as opposed to non-treated mutants (Figure 6A–C).

We had found previously increased immune T cell recruitment in the colon of villin-Cre dual *Hdac1*^−/−^; *Hdac2*^−/−^ mice [25]. As opposed to wild-type mice, we did observe more abundant immune T cells in mutant murine jejunal villi and bottom crypt regions, as assessed by CD3 antibody staining (Figure 7A). Increased CD3+ immune cell numbers correlate with intestinal inflammation observed in mutant mice. This could be a response to barrier defect and antimicrobial secreting Paneth cell loss. Treatment with Tofacitinib reduced the number of recruited T cells, notably in the surrounding crypt region, as observed with the decreased number of CD3+ cells around the crypt in treated mutant mice (Figure 7B).

We then determined the status of STAT3 activation in mutant mice treated without or with Tofacitinib, by analysing STAT3 nuclear localization by immunohistochemistry. In control mice, STAT3 was localized in the cytoplasm of IEC in the villi as well as in the top portion of the crypts (Figure 7C). Mutant jejunal epithelium displayed increased STAT3 nuclear staining along the crypt-villus axis. STAT3 labeled lamina propria cells were increased in the crypt region and the bottom of the villi (Figure 7C). Tofacitinib treatment reduced STAT3 nuclear staining, more prominently in the bottom of the villi. (Figure 7C). Thus, Tofacitinib treatment partially restored STAT3 nuclear levels to wild-type levels, in mutant mice. 

We then verified the status of mTOR pathway activation by staining with an antibody against phospho-S6 protein, a marker of mTOR activation. In control mice, we observed phospho-S6 staining restricted to two defined regions, namely in the top crypt and bottom villus region, and in the villus tip region (Figure 7D). This staining is associated with region-specific enterocyte functions. Indeed, while bottom villus region-located enterocytes are associated with biosynthetic efficiency and an antimicrobial pattern of expression, including Reg genes, enterocytes at the villus tips express cell adhesion and purine catabolism genes and are associated with an anti-inflammatory program [4]. Mutant mice displayed increased phospho-S6 staining which expanded in the middle villus regions (Figure 7D). While some phospho-S6 stained patches were maintained in middle villus sections, Tofacitinib treatment reduced overall phospho-S6 staining expansion in mutant mice. Moreover, it has been observed that mTOR inactivation in intestinal epithelial cells blocks Notch signalling, which in turn increases Paneth cell numbers [60]. In mutant mice, Paneth cell number increases after Tofacitinib treatment may indirectly stem from both mTOR and Notch inhibition. 

Thus, JAK/STAT inhibition in mutant mice leads to partial restoration of the epithelium, notably in the crypt, concomitant with Notch signaling inhibition, as exemplified by increased production of Paneth cells. Barrier and cell polarity are improved, as shown by restoration of baso-lateral CLDN3 expression and apico-basal organization, and with mTOR signaling recovery. In addition, mTOR signaling is partly recovered, as evidenced by recovery of phospho-S6 expression pattern in the epithelial mucosa. Our data show that JAK/STAT pathway is an important regulator of Notch and mTOR pathway activation in response to HDAC1 and HDAC2-dependent epigenetic IEC alterations. Tofacitinib-mediated inhibition of JAK-STAT signaling in IEC could well synergize with its anti-inflammatory role in immune cells [61], thereby impacting mucosal recovery during inflammation.

## Figures and Tables

**Figure 1:**
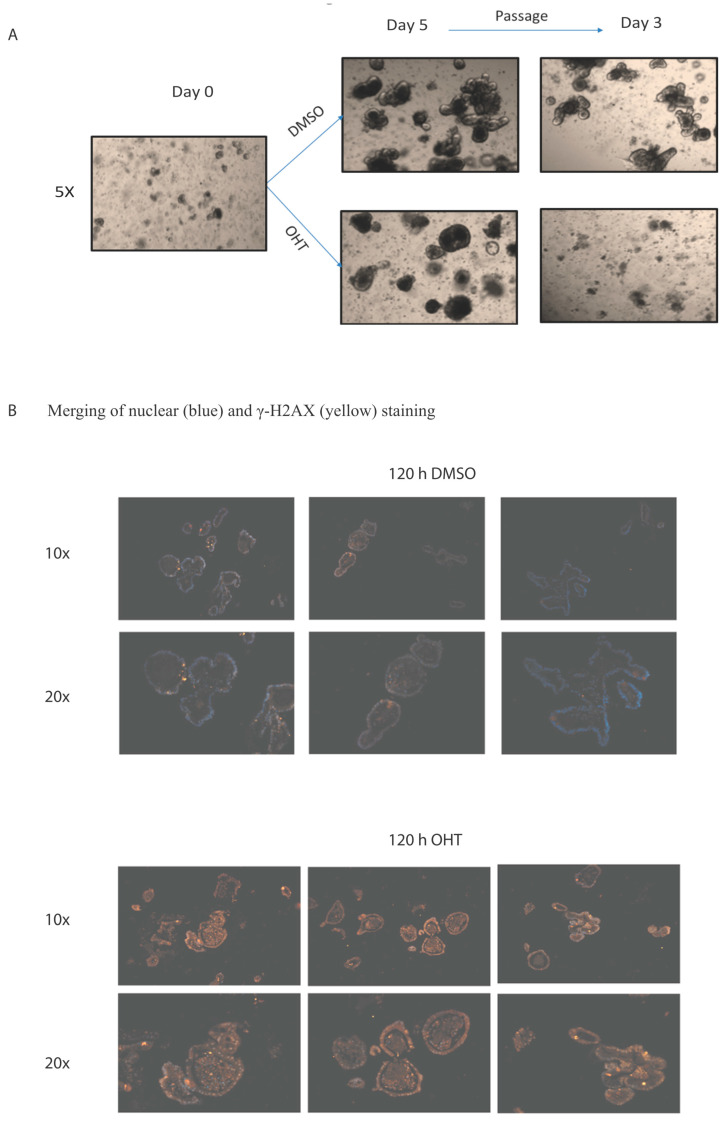
Enteroid growth is disrupted after inducible *Hdac1* and *Hdac2* deletion. (**A**) Representative micrographs of 5-day DMSO or tamoxifen (OHT) treated control or *Hdac1*^−/−^; *Hdac2*^−/−^ villin-Cre^ER^ enteroids (*n* = 3) and three days after passage. Magnification: 5×. (**B**) Representative images of merged 5-day DMSO or tamoxifen (OHT) treated control or *Hdac1*^−/−^; *Hdac2*^−/−^ villin-Cre^ER^ enteroids stained with an antibody against phospho-γ-H2AX and with DAPI for nuclear staining (*n* = 3). Magnification: 10×, 20×.

**Figure 2:**
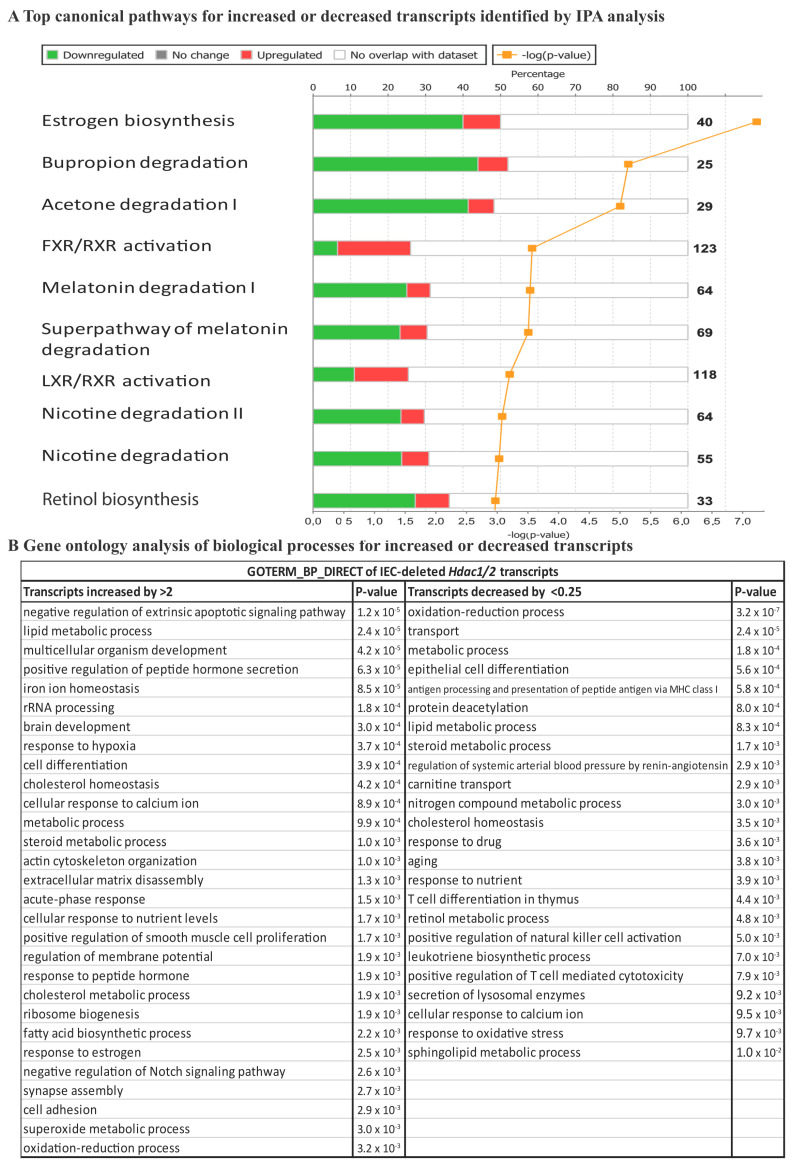
RNA expression modifications in enriched *Hdac1* and *Hdac2* deleted jejunal intestinal epithelial cells. (**A**) Top canonical pathways for increased or decreased transcripts were identified by IPA analysis. (**B**) Gene ontology analysis of biological processes for increased or decreased transcripts was performed with the DAVID 2.0 EASE Score. *p*-value < 0.05; fold-change: more than 2-fold or less than 0.5-fold.

**Figure 3:**
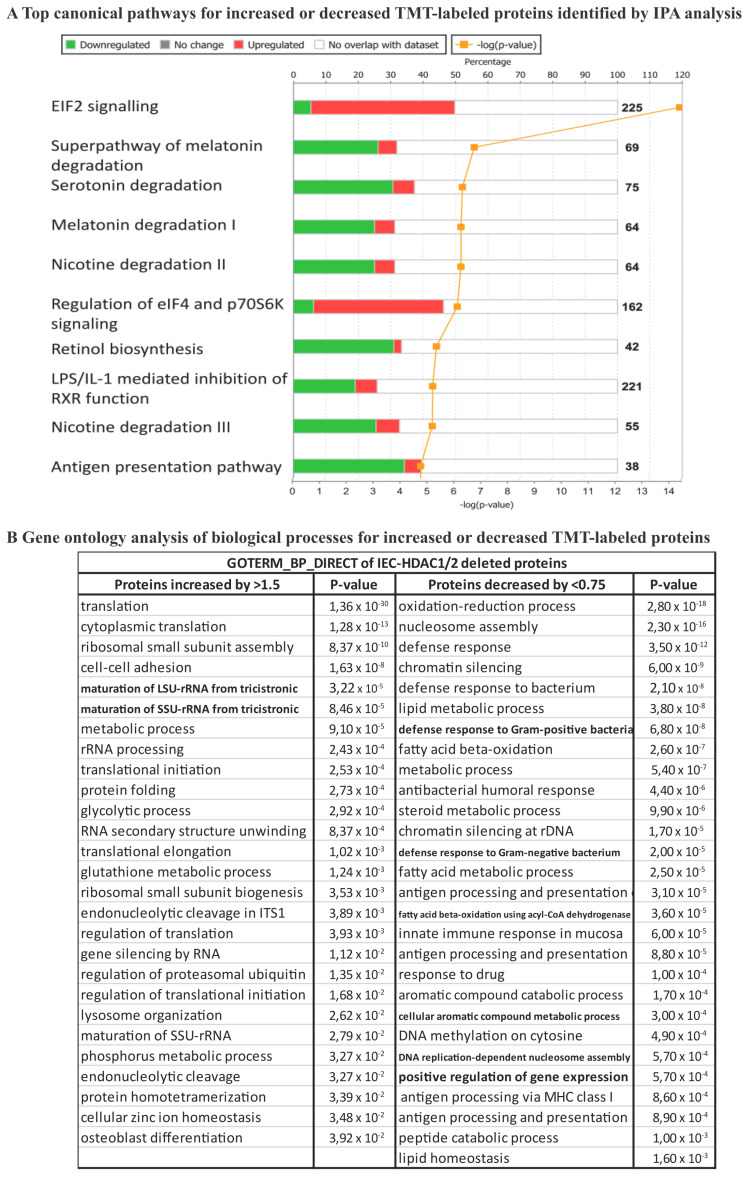
Protein expression modifications in enriched *Hdac1* and *Hdac2* deleted jejunal intestinal epithelial cells. (**A**) Top canonical pathways for increased or decreased TMT-labeled proteins were identified by IPA analysis. (**B**) Gene ontology analysis of biological processes for increased or decreased TMT-labeled proteins was performed with the DAVID 2.0 EASE Score. *p*-value < 0.05; fold-change: more than 1.5-fold and less than 0.75-fold.

**Figure 4:**
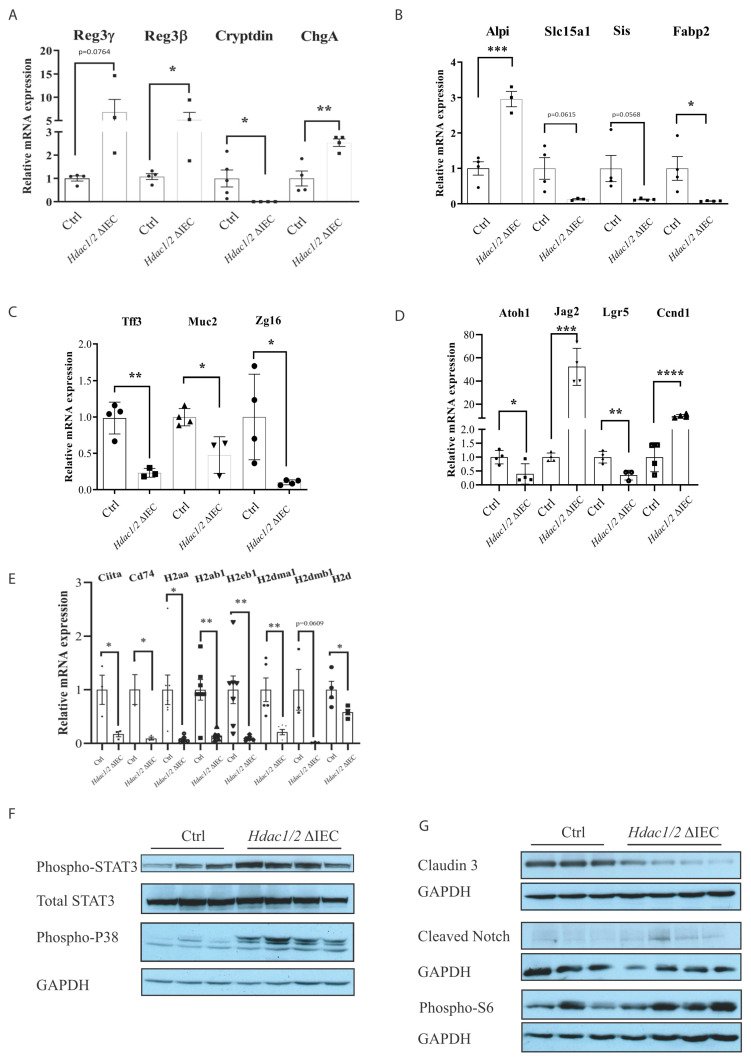
*Hdac1* and *Hdac2* deletion disrupts jejunal epithelial differentiation and MHC class II gene expression. Total RNA was purified from enriched control and *Hdac1*^−/−^; *Hdac2*^−/−^ jejunal IEC. Expression levels of secretory cell differentiation marker *Reg3g*, *Reg3b*, *Cryptdin* and *ChgA* (**A**), enterocyte cell marker *Alpi*, *Slc15a1*, *Sis* and *Fabp2* (**B**), goblet cell marker *Tff3*, *Muc2* and *Zg16* (**C**), differentiation, proliferation and stem cell marker *Atoh1*, *Jag2*, *Lgr5*, *Ccnd1* (**D**), as well as MHC II genes *Ciita*, *Cd74*, *H2aa*, *H2ab1*, *H2eb1*, *H2dma1*, *H2dmb1* and *H2d* (**E**) were measured by qPCR. Relative RNA amounts were determined by comparing to *Pbgd* amplification (*n* = 4–5). Results represent the mean ± SEM (* *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.005; **** *p* ≤ 0.001). Protein extracts enriched from control and *Hdac1*^−/−^; *Hdac2*^−/−^ jejunal IEC were separated on 8% or 10% SDS-PAGE gels and transferred to PVDF membranes for Western blot analysis of phospho-STAT3, total STAT3 and phospho-p38 (**F**), or claudin 3, cleaved Notch and phospho-S6 (**G**). GAPDH was used as loading control for each membrane.

**Figure 5:**
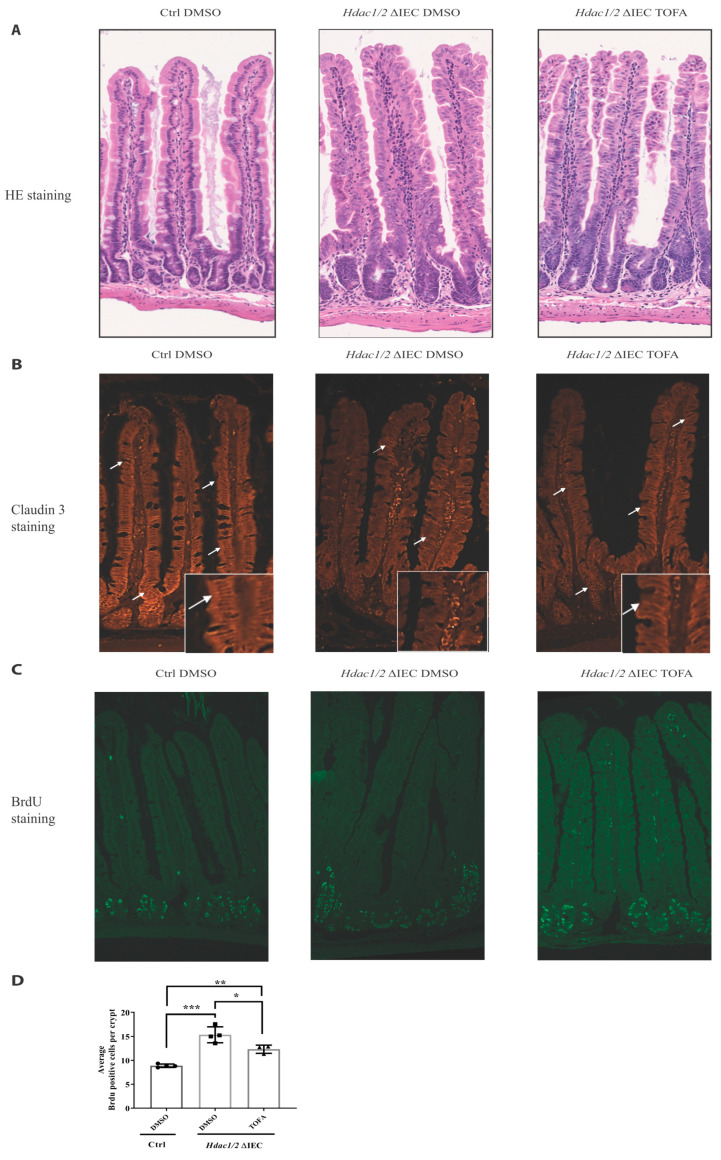
Tofacitinib treatment ameliorates intestinal architecture and decreases intestinal epithelial cell proliferation in villin-Cre *Hdac1* and *Hdac2* deficient mice. Jejunal tissue sections, from wild-type (Ctrl) and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice (*Hdac1/2* ΔIEC) treated without or with Tofacitinib (DMSO or TOFA) for five days, were stained with hematoxylin and eosin (HE) (**A**) (Magnification: 10×) or were stained with an antibody against claudin 3 (*n* = 3) (white arrows) (**B**) (Magnification: 20×). (**C**) Wild-type (Ctrl) and villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice, treated without or with Tofacitinib (DMSO or TOFA) for five days, were injected with BrdU for 2 h. Jejunal tissue sections were stained with an antibody against incorporated BrdU. Magnification: 10×. (**D**) The average number of BrdU-labeled proliferative cells per jejunal crypts was measured (*n* = 3, 20–30 crypts each). Results represent the mean ± SEM (* *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.005).

**Figure 6:**
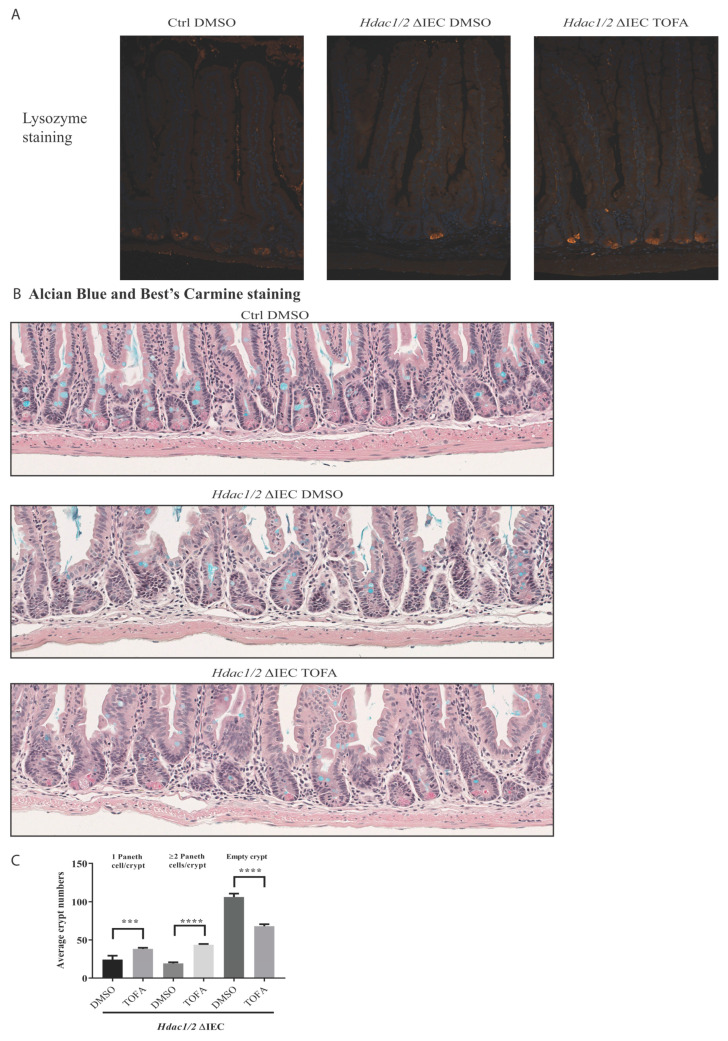
Tofacitinib treatment increases the number of Paneth cells in villin-Cre *Hdac1* and *Hdac2* deficient mice. Jejunal tissue sections, obtained from wild-type (Ctrl) as well as villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice (*Hdac1/2* ΔIEC) treated without or with Tofacitinib (DMSO or TOFA) for five days, were stained with an antibody against lysozyme for Paneth cell staining (white arrows), and merged with DAPI nuclear staining (**A**), or with Best’s Carmine for Paneth cell staining (black arrows) and Alcian Blue for goblet cell staining (**B**). Magnification 10×. (**C**) The average number of crypts with none, or with one, two or more Paneth cells was compared between jejunal tissue sections from villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice treated without or with Tofacitinib (DMSO or TOFA) (*n* = 3, 150 crypts each). Results represent the mean ± SEM (*** *p* ≤ 0.005; **** *p* ≤ 0.001).

**Figure 7:**
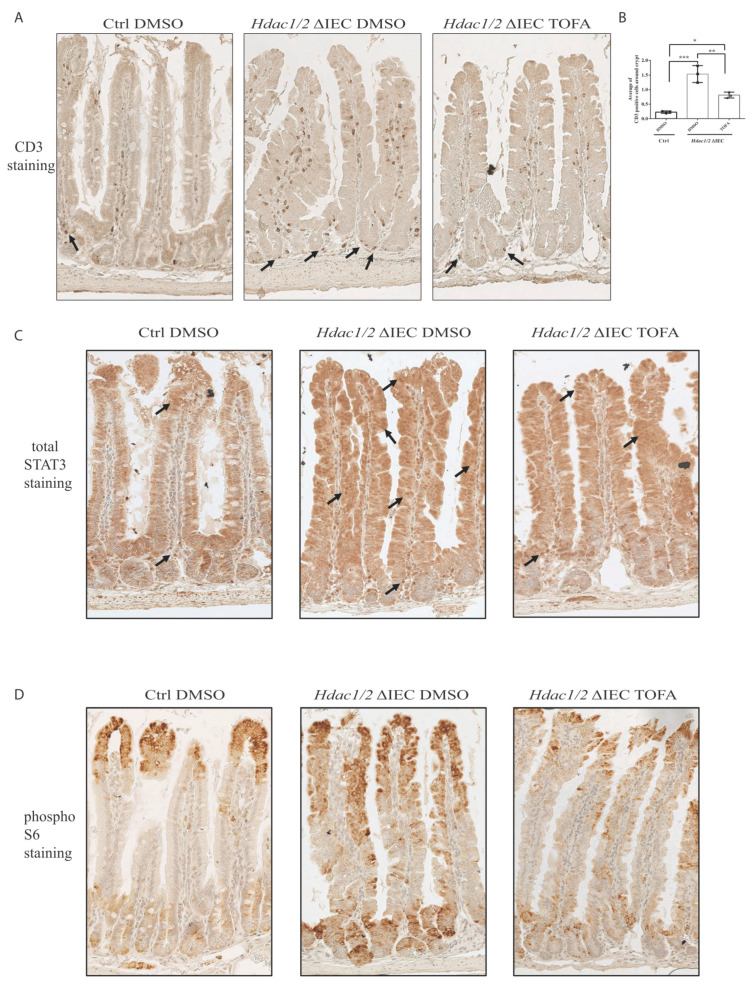
Tofacitinib treatment reduces T cell numbers and partially restores mTOR and JAK/STAT signaling pathways in villin-Cre *Hdac1* and *Hdac2* deficient mice. Jejunal tissue sections, from wild-type (Ctrl) as well as villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice (*Hdac1/2* ΔIEC) treated without or with Tofacitinib (DMSO or TOFA) for five days, were stained with an antibody against CD3 for T cells. T cells are marked by black arrows (**A**). Average number of CD3+ cells around crypts is shown in (**B**) Results represent the mean ± SEM (* *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.005). Jejunal tissue sections were stained with an antibody against STAT3 (**C**) and against phospho-S6 ribosomal protein (**D**). Magnification: 10×.

## Data Availability

The data supporting reported results can be found at: proteomeXchange Consortium through the PRIDE partner repository with the dataset identifier PXD (PXD022558) for proteomic data. RNA-Seq data have been deposited in the Gene Expression Omnibus database (GSE158522).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/10/2/224/s1. Figure S1: Enteroid growth is disrupted after *Hdac1* and *Hdac2* deletion. Representative micrographs of *Hdac1*^−/−^; *Hdac2*^−/−^ villin-Cre enteroids grown for 24 or 72 h (*n* = 3). Magnification: 5×. Figure S2: Villin-Cre *Hdac1* and *Hdac2* deficient mice are more sensitive to Notch pathway inhibition by DBZ. **A**. Jejunal tissue sections, from wild-type (Ctrl) as well as villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice (*Hdac1/2* ΔIEC) treated without or with DBZ (DMSO or DBZ) for five days, were stained with hematoxylin and eosin (**A**) (Magnification: 10×). **B**. Wild-type (Ctrl), as well as villin-Cre *Hdac1*^−/−^; *Hdac2*^−/−^ mice treated without or with DBZ (DMSO or DBZ) for five days, were injected with BrdU for 2 h. Jejunal tissue sections were stained with an antibody against incorporated BrdU. Magnification: 10×. Table S1: List of upstream and downstream primers used for qPCR analysis. Table S2: List of antibodies used for immunofluorescence and Western blot analysis. Table S3: List of enriched *Hdac1* and *Hdac2* deleted jejunal intestinal epithelial cell mRNAs increased or decreased two-fold (fold-change: more than 2-fold and less than 0.5-fold). Table S4: List of enriched *Hdac1* and *Hdac2* deleted jejunal intestinal epithelial cell proteins increased or decreased by 50% (fold-change: more than 1.5-fold) and less than 0.75-fold). Table S5: List of enriched *Hdac1* and *Hdac2* deleted jejunal intestinal epithelial cell Disease and Bio functions (z-score) shared between RNA-seq and proteomics data. Table S6: List of enriched *Hdac1* and *Hdac2* deleted jejunal intestinal epithelial cell upstream regulators identified by IPA analysis from RNA-seq data and from proteomics data.

# Supplementary material for: JAK-STAT Pathway Inhibition Partially Restores Intestinal Homeostasis in Hdac1- and Hdac2-Intestinal Epithelial Cell-Deficient Mice
**Source:** Cells. 2021 Jan 23;10(2):224. doi: 10.3390/cells10020224

Supplementary figure 2

A- HE staining

Ctrl

Hdac1/2  $\Delta$ IEC

DMSO

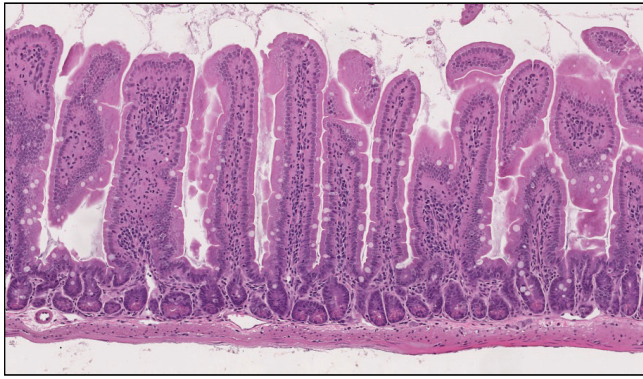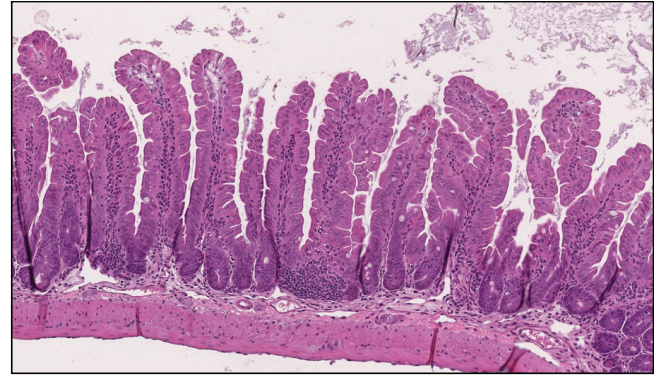

DBZ

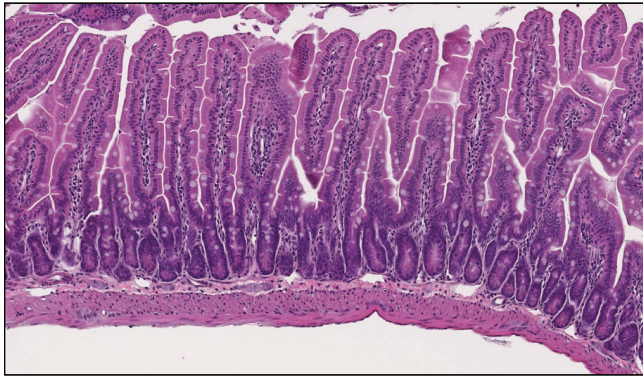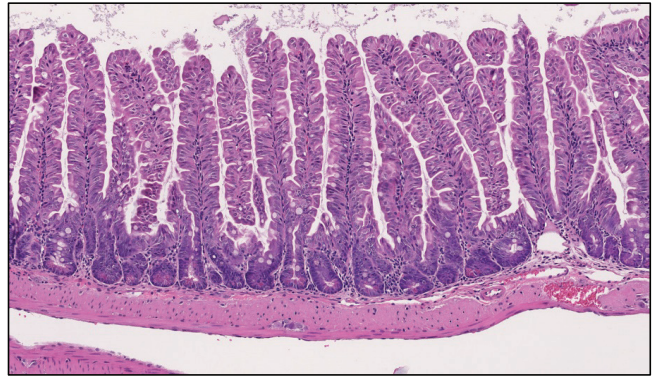

B- BrdU staining (2 h)

Ctrl

Hdac1/2  $\Delta$ IEC

DMSO

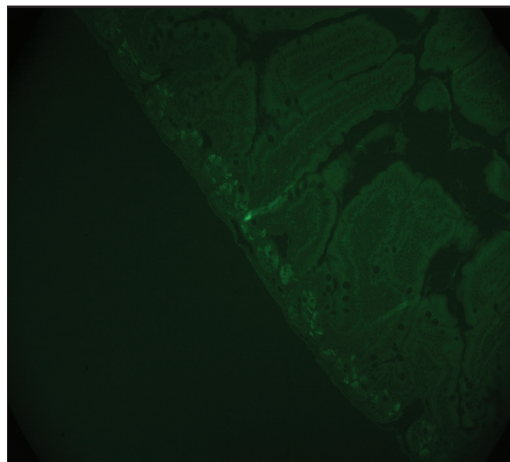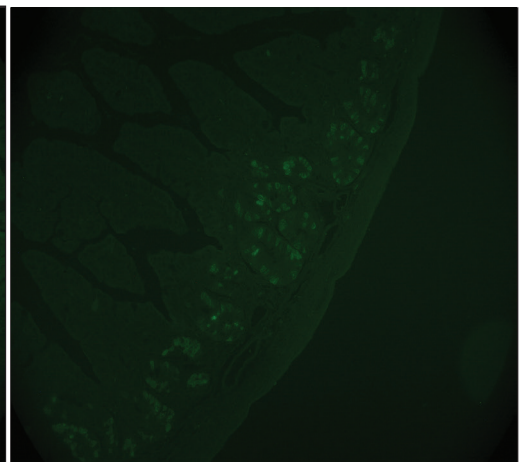

DBZ

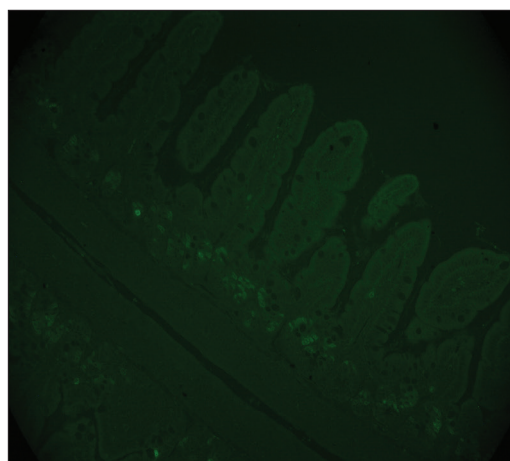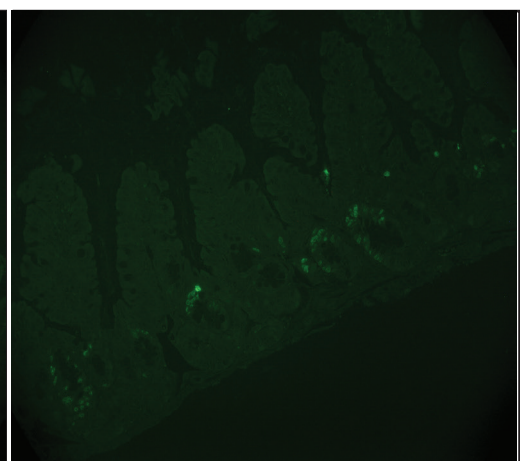

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

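RNA was sequenced from EDTA-enriched jejunal IEC of 3 control and 3 Hdac1/2-deleted mice aged 3 months, named C1, C3, C3-3 and H1, H5, H9, with 1 library per mouse. The authors aligned the reads with STAR to GRCm38 and deposited raw counts of reads for 19616 genes. No gene in the deposited table has fewer than 10 counts over the 6 samples. The deposited table also gives, for each sample, a score that the authors made by multiplying the counts by 1 factor per sample and rounding. It further holds log2 values that the authors computed, namely a log2 fold change and a mean log2 CPM for each gene. The tests below use the counts. The authors' adjusted p-values from DESeq and from edgeR stand in the same table, where 211 DESeq adjusted p-values are written with a decimal comma. These were read as points and used only to describe the authors' own comparison.

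Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with DESeq2 1.42.0 for alternatives and matplotlib 3.10.9 in Python 3.11.15 for plots. Genes were filtered with filterByExpr, which kept 15618. Counts were normalized with TMM and fitted with edgeR's robust quasi-likelihood model with a prior count of 0.125 and no covariates. The TMM factors ranged from 0.892 to 1.14. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes were called at an adjusted p of at most 0.05 and a change of at least 2-fold, the limits of the paper's methods. Total counts ranged from 58017009 to 65902344 in control mice and from 36111035 to 65230566 in Hdac1/2-deleted mice. The 20 most abundant genes took 16.0% to 19.2% of the counts in control mice and 11.8% to 12.4% in Hdac1/2-deleted mice. Across genes, the correlation of log2 expression between samples was 0.974 to 0.983 within groups and 0.894 to 0.909 between groups. These are correlations over genes, which are not independent replicates.

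For gene lists, limma's camera test compared the log2 CPM of each list, with a prior count of 2, with those of all other tested genes at an inter-gene correlation of 0.01. Of 39 lists, 37 had at least 5 tested genes. A further 6 lists were written after the largest changes had been seen and were adjusted among themselves. Gene positions and overlaps came from GENCODE release 21 for mouse, which holds 19526 of the deposited genes. The 90 others have no position here. The deposited symbols include 10 that occur more than once, and genes were followed by identifier. RNA fold changes were matched by symbol to protein log fold changes, with the entry of most peptides for each gene. Only part of Supplementary Table S4 was read for this.

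The 39 lists, the alternatives and a rule for the genes named in the text were set before the data were examined. The rule takes every gene the paper names for RNA-Seq or measures by qPCR, members of the lists that are called or that the paper names, and the 5 largest increases and 5 largest decreases among called genes with a mean log2 CPM of at least 3 and no overlap between groups. Of the qPCR genes, those of Figure 4 were followed, with Defa24 in place of Cryptdin and without Lys2. Genes outside this rule are marked in the text. The genes Cftr, Ppara, Pparg, Hnf4a and Il10ra are given as well, called or not, because the paper names them as upstream regulators.

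The steps were tested on simulated data with the same design. Of 200 changed genes among 15246, 176 were called in the right direction, 12 unchanged genes were called, and the median error of the log2 fold change was 0.023. A planted list was recovered, and 0 of 20 lists of unchanged genes passed. That count holds for simulated genes only and does not show how often unchanged lists pass in the real libraries. There, splits of the mice other than the real one gave 4 to 14 lists past the limit.

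Alternatives changed the normalization, the test, the filter on low counts, the prior count, the fold-change rule, the adjusted p limit, the statistic and correlation of the list test and the protein and expression limits, and left out each mouse in turn. The proteome itself, the qPCR, the Western blots, the drug treatments and the microscopy were not analysed here.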

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

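The tests of depth, scaling and abundant genes, and the tests of liver RNA, fetal genes, suckling genes and imprinted genes, were chosen after these results had been seen. The lists of fetal, suckling, post-weaning and hepatocyte genes were written after the largest changes were known. Genes already seen among the largest changes were left out of the suckling list.

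Among genes outside those the paper discusses, 5 stood out as the largest increases over control IEC. Fga, for fibrinogen alpha, had a log2 fold change of 10.53 (standard error 0.78, adjusted p = 1.1e-04, edgeR), with 0.0496 ± 0.0577 CPM in control mice and 71.6 ± 35.0 in Hdac1/2-deleted mice (SD, n = 3). Mfi2, for melanotransferrin, had 9.87 (adjusted p = 1.1e-05, edgeR), rising from 0.200 ± 0.0888 to 186 ± 72.3. Dpcr1, which overlaps Sfta2, had 9.82 (adjusted p = 2.1e-06, edgeR), rising from 0.0541 ± 0.0338 to 48.7 ± 12.2. The imprinted noncoding RNA H19 had 9.57 (adjusted p = 2.9e-05, edgeR), rising from 5.46 ± 3.63 to 4141 ± 526, and overlaps Gm27483 and Gm27786. Apoc1, for an apolipoprotein, had 9.06 (adjusted p = 1.9e-06, edgeR), rising from 0.0684 ± 0.0541 to 37.8 ± 2.09. All 3 Hdac1/2-deleted mice were above all 3 control mice for each of them, which the rule for choosing them required.

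Technical explanations were weighed first. After each library was thinned to the smallest total, 5 of the 5 genes were still called increased. Under both other scalings, DESeq2 size factors and library totals, 5 were called, and without the 20 genes with the most counts 5 were called. Changes of this size could hardly be lost in those 3 tests, so the tests add little. Library totals differed less than 2-fold and the TMM factors lay between 0.892 and 1.14, differences far smaller than these increases. Of the 5 genes, 2 overlap another gene of the table, and 0 lie within 20 megabases of Hdac1 or Hdac2, so shared loci and DNA carried along with the targeted alleles explain few of them at most. If the signal came from liver RNA, Alb would be expected to rise with Fga. It fell, with a log2 fold change of -1.82 (adjusted p = 0.0047, edgeR), lower in all 3 Hdac1/2-deleted mice. A list of hepatocyte genes that includes Alb rose, however, with 6 of 14 genes increased, 2 decreased and a median of 2.76 (adjusted p = 0.034, limma camera over the 6 added lists). The expression of hepatocyte genes by IEC and RNA from another tissue that lacks Alb are not separated by that list. In all 3 Hdac1/2-deleted mice the median of the list was above that of all 3 control mice.

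A candidate biological explanation is a return of genes that are normally off in adult IEC. A list of fetal epithelium genes shifted up (median 0.95, adjusted p = 0.017, limma camera), with 6 of 13 genes increased and 1 decreased. The medians of the fetal, suckling and post-weaning lists in the 3 Hdac1/2-deleted mice did not overlap those in the 3 control mice. The fetal members Igf2bp1 (6.62) and Igf2bp3 (5.65) are named after their values were seen. A list of suckling enterocyte genes did not shift (median 0.42, adjusted p = 0.096, limma camera), with 6 of 20 genes increased and 3 decreased. A list of post-weaning enterocyte genes fell (median -1.36, adjusted p = 0.017, limma camera), with 0 of 10 increased and 6 decreased. The list called imprinted here was written for imprinted genes and endogenous silencing markers, and 8 of its 20 entries were tested. Without H19 and Igf2, 6 of 6 tested members were increased, with a median of 3.70 (unadjusted p = 3.7e-04, limma camera). In 1 of the 10 splits of the 6 samples, the real one, the fetal list had as small a p, and the same held for the imprinted list with H19 and Igf2, also 1 of 10. For the hepatocyte list 2 of 10 splits and for the post-weaning list 3 of 10 did. A share of 1 in 10 is the smallest that 3 mice against 3 allow, so chance cannot be set aside by this count. The increases are consistent with a loss of silencing of fetal and imprinted genes, but this remains a hypothesis found and tested on the same data. With the inter-gene correlation estimated per list, the imprinted list with H19 and Igf2, of median 4.37, no longer passed (adjusted p = 0.41, limma camera), against 2.4e-09 to 2.3e-04 under the other alternatives. The alternatives were not run on the list without those genes.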

How the results depend on the processing

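No test in this part was chosen after its result had been seen. The numbers of increased genes ranged from 1435 to 2463 and of decreased genes from 1497 to 2117 across the alternatives, against 1944 and 1990. Restricting the test to genes with at least 10 counts in every sample gave 1435 increased and 1548 decreased genes and kept 73.7% of the calls. Scaling by library totals only gave 2463 and 1538, so that increased genes made up 61.6% of the calls instead of 49.4%. That scaling moved the median log2 fold change of all genes to 0.18. DESeq2's Wald test gave 2170 and 2117, DESeq2 size factors 1971 and 1962, and glmTreat against a 1.5-fold change 1683 and 1594. The fits that each left out 1 mouse gave 1841 to 2109 increased and 1790 to 2012 decreased genes and kept 84.8% to 89.0% of the calls. No called gene was called in the opposite direction under any of these alternatives. At an adjusted p of at most 0.01, 4108 genes passed in either direction, against 6366 at 0.05, which follows from the stricter limit.

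Of the 10 splits of the 6 samples into groups of 3, 1, the real one, gave as many increased genes, 1 gave as many decreased genes and 1 gave as many genes past an adjusted p of 0.05. The 9 other splits gave 0 such genes, and 10 splits cannot give a share below 0.10. For the lists of genes, 1 of 10 splits gave as many past the limit, but the others gave 4 to 14. Only 6 of the 18 lists had their smallest p in the real split, 2 of which hold Hdac1 or the genes the paper names for RNA-Seq, so the list test separates these groups less well than the numbers of genes do. As small a p came from 3 of the 10 splits for the P450, MHC class I, triacylglycerol and enterocyte lists. For cholesterol biosynthesis it came from 4. No paired analysis was possible because the mice carry animal names that do not form pairs, and C1 and H1 alone have a number in common.

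With the inter-gene correlation estimated per list, 0 lists passed after adjustment and 2 had an unadjusted p under 0.05, against 18 and 22 with the correlation fixed. The medians do not depend on that choice. They no longer passed at -3.85 for MHC class II, -1.16 for MHC class I, -1.30 for P450, -0.94 for retinol metabolism, 2.87 for acute-phase proteins, 0.64 for cholesterol biosynthesis, -0.67 for fatty acid oxidation, -0.68 for triacylglycerol assembly, 0.24 for ribosomal proteins, 0.44 for initiation factors and -3.95 for Paneth cells, and the cause was not tested. The ribosomal list also failed under cameraPR (0.24), and its median ranged from 0.096 to 0.35 when 1 mouse was left out, failing without C3 and without H5. The sulfotransferases passed under library totals (-1.61), at least 10 counts in every sample (-1.85) and cameraPR (-1.80), and in 1 of the fits without a mouse, where the median ranged from -1.90 to -1.57. The environmental sensors ranged from -0.41 to -0.32 without a mouse and passed in 1 of those fits. Of the results of other lists, 8 became weaker and 3 stronger under these settings, and 3 weaker and 7 stronger in fits without a mouse. The cause of these changes was not tested.

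Several medians, most of them near 0, changed sign. For the STAT3 response the median was -0.03, 0.16 under library totals and -0.051 to 0.12 without a mouse. The Notch pathway was 0.07, -0.026 at 10 counts in every sample and -0.035 to 0.23 without a mouse. Tight junction genes were 0.02, -0.020 without a filter, -0.011 at 10 counts in every sample and -0.057 to 0.081 without a mouse. Duodenal and jejunal genes were -0.04, 0.16 under library totals and -0.091 to 0.00304 without a mouse. B and plasma cell genes were -0.38, and -0.95 to 1.33 without a mouse. Endothelial and red blood cell genes were -0.33, and -0.83 to 0.91 without a mouse. Without C3 the endothelial and red blood cell list also passed the limit (median 0.91, adjusted p = 0.038, limma camera). The cause was not tested beyond the shift of all genes under library totals given above.

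Every alternative listed in the processing summary was run, and a gene removed by a filter or left without an adjusted p has no value there. Of 88 named genes, 76 kept their direction and their side of the limits under every alternative run for them. In at least 1 alternative 8 no longer passed, 2 newly passed and 2 changed sign. Hdac2 was 0.0069 under library totals, and Chga ranged from -0.10 to 0.20 without a mouse, both far from the limits. The 8 that no longer passed did so only in fits without a mouse and were Nts, Alpi, H2-Aa, H2-Eb1, Slc10a2, Myh11, Des and Aqp8. Genes shared with Supplementary Table S3 numbered 1348 to 1950 against 1810. The correlation of RNA and protein fold changes across genes rose from 0.553 to 0.654 for proteins with at least 5 peptides and to 0.624 for genes with a mean log2 CPM of at least 5. The cause was not tested.

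Depth limits low genes in particular. The smallest library, H5, held 36111035 counts, and changes of genes at or under 3 counts in every mouse of a group are lower bounds, as for Abcb11 and Myh11.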

Differences from the paper's values

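None of the values that the paper's text states for the RNA-Seq differed from the values here by the limits set for this comparison. Both sets of values come from the same counts, and their log2 fold changes had a Pearson r of 0.999995 across tested genes. That closeness was therefore largely fixed in advance. For log2 fold changes the limit was 1 standard error, and for numbers of genes it was wide, as 1990 against the paper's 1682 decreased genes passed. The paper's log2 fold changes of Gip and Nts lay outside those limits under 1 alternative each, library totals for Gip and the fit without control replicate C1 for Nts.

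The paper reports Chga as increased by qPCR. In the RNA-Seq counts its log2 fold change was 0.02 (adjusted p = 0.93, edgeR), and no alternative called it. The paper reports Ccnd1 as increased by qPCR, and its log2 fold change here was 0.88 (adjusted p = 0.085, edgeR), not past the limits. It was called without control replicate C1 (1.23, adjusted p = 0.025, edgeR). The DESeq2 Wald test gave it an adjusted p of 0.026 at less than 2-fold. Over its alternatives, the adjusted p of Ccnd1 ranged from 0.025 to 0.23. The paper reports Muc2 as decreased by qPCR, and its log2 fold change here was -0.94 (adjusted p = 0.11, edgeR). It was called without Hdac1/2-deleted replicate H5 (-1.35, adjusted p = 0.038, edgeR). The DESeq2 Wald test gave it an adjusted p of 0.045 at less than 2-fold, and its adjusted p ranged from 0.038 to 0.24 over the alternatives. The paper reports Sis as decreased by qPCR. Its log2 fold change here was -0.55 (adjusted p = 0.086, edgeR), and it was under 2-fold in every alternative, with an adjusted p of 0.025 to 0.26 and the lowest without H1. Atoh1 (-0.81, adjusted p = 0.026, edgeR) and H2-D1 (-0.74, adjusted p = 0.022, edgeR) fell by less than 2-fold. Of the 23 genes of Figure 4, with Defa24 in place of Cryptdin, 17 were called here and 19 had an adjusted p of at most 0.05 over all genes, or 21 adjusted over these 23 alone.

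The paper reports EIF2 signaling for the proteome and not for the transcriptome. With the lists written here, initiation factor genes (0.44, adjusted p = 0.0071, limma camera) and ribosomal protein genes (0.24, adjusted p = 0.013, limma camera) had raised medians in the RNA as well. Both lists failed the limit with the inter-gene correlation estimated per list, and the ribosomal list also without C3, without H5 and under cameraPR. Of the 10 splits of the samples, 4 gave the initiation factor list and 6 the ribosomal list as small a p, so these shifts are weak grounds for a difference from the paper. The paper reports FXR/RXR and LXR/RXR activation for the transcriptome, while the bile acid list (adjusted p = 0.36, limma camera) and the LXR list (adjusted p = 0.58, limma camera) did not shift in any alternative. The list test looks for a shift in 1 direction and can miss a list changed in both. The LXR list held 7 increased and 7 decreased genes of 27, and the bile acid list 3 and 2 of 20. Secreted hepatic and acute-phase genes stood in a separate list, with 14 of 22 increased and 2 decreased. These lists are not the gene sets the paper used, so no difference from the paper follows.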

Other observations

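The tests of the sex of C3 and of its label, of immune cells and of a single control mouse for MHC class II, of the label for Hdac2 and of depth for Myh11 were chosen after the results they address had been seen. Xist and the Y chromosome genes fall outside the rule for named genes and were chosen after their values were seen.

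Hdac2 RNA was not lower past the limits in Hdac1/2-deleted IEC, while Hdac1 RNA was. A mislabelled sample is a poor explanation, since the lowest control count of Hdac1 was 6.47 times the highest Hdac1/2-deleted count. Under DESeq2 size factors and library totals the smaller adjusted p of Hdac2 was 0.461 (edgeR). Both scalings moved log2 fold changes up and could not have uncovered a fall, so that test cannot exclude a small hidden fall. Scaling moves all genes of a library alike, however. In the same libraries the log2 fold change was -3.43 for Hdac1 and -0.18 for Hdac2. These values argue against scaling having hidden a fall of Hdac2 as large as that of Hdac1. Another candidate explanation is that the deleted Hdac2 allele still gives a transcript. The paper's log fold change of HDAC2 protein in Supplementary Table S4 is -0.457 from 5 peptides, and 15.7% of the gene names read from that table, counted once each, had a lower value. That value falls between the outcomes set in advance, a fall of at least 0.5 or no fall, so it does not settle the question. Reads over single exons were not analysed here.

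Control mouse C3 had 13 counts of Xist, while the other 5 mice had 2413 to 6883. The counts of Ddx3y, Kdm5d, Uty and Eif2s3y summed to 3082 in C3 and to 1 to 13 in the others. This is consistent with C3 being male and the other 5 mice female. Its Hdac1 count of 1916 lay with the other controls, so an exchange with an Hdac1/2-deleted sample is not a good explanation. Without C3, 86.2% of the called genes were called in the same direction. Sex and condition cannot be separated further, because no Hdac1/2-deleted library held Y chromosome transcripts at that level.

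Large increases outnumbered large decreases. At 32-fold or more, 200 genes were increased and 61 decreased. That limit was chosen after 3 limits had been looked at. At 8-fold the numbers were 549 and 310, and at 128-fold 86 and 11. With libraries thinned to the smallest total, the 32-fold limit gave 3.15 increases per decrease, and the smaller ratio under DESeq2 size factors and library totals was 3.28. Among genes with a mean log2 CPM of at least 3 it was 2.76. Across genes, log2 fold change had a Spearman rho of 0.152 with GC content and -0.0154 with transcript length. Thinning and the limit on expression did not remove the excess. DESeq2 size factors left both numbers as they were and library totals moved log2 fold changes up, so neither scaling could have removed it and an effect of scaling cannot be told apart by them. No correction for GC content or length was applied, so weak correlations do not exclude them as part of it. In 1 of the 10 splits of the samples, the real one, the excess was as large. The other 9 splits had no called genes, which fixed that outcome, and 3 mice against 3 cannot give a smaller share, so chance cannot be set aside. A gain of expression from silenced genes after loss of histone deacetylases may account for the excess, but that was not tested.

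Of 11 tested MHC class II genes 8 were decreased, H2-Oa was increased, and the decreased genes spread widely among controls. Fewer antigen-presenting immune cells in the preparations are an unlikely cause by the myeloid list, whose median log2 fold change was 0.86 (4 of 13 genes increased and 1 decreased, adjusted p = 0.058, limma camera). Its adjusted p ranged from 0.018 to 0.66 over the alternatives, with a positive median in each. The B and plasma cell list did not shift (median -0.38, 1 of 11 genes increased and 0 decreased, adjusted p = 0.71, limma camera). Of the 6 mice, the median of that list was lowest in C3-3, the control with the highest class II expression. A separate list of interferon-gamma response genes did not shift (median -0.10, adjusted p = 0.648, limma camera). Of its 19 tested genes, 2 were increased and 2 decreased, and their log2 fold changes ran from -3.30 to 1.91. All 10 splits of the samples gave it as small a p, so that list cannot decide whether the interferon-gamma response was weaker. Without C3-3 the class II median was -2.72, so the decrease does not rest on that mouse alone.

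Smooth muscle transcripts were lower in Hdac1/2-deleted IEC and uneven among controls. Myh11 had 1680, 700 and 24 counts in C1, C3 and C3-3 and at most 1 in Hdac1/2-deleted mice, at least 162-fold below the control mean. That bound rests mostly on C1 and C3, with 25.4 and 12.6 CPM against 0.452 in C3-3. Acta2 (-6.74) and Des (-6.26) fell with Myh11. They belong to a list of 16 tested stromal and smooth muscle genes, of which 8 were decreased and 1 increased (median -1.51, adjusted p = 0.012, limma camera). Its adjusted p ranged from 1.7e-05 to 0.61 over the alternatives, and 4 of the 10 splits gave it as small a p. The list's median in C3-3 (-1.47) lay among those of the Hdac1/2-deleted mice, away from C1 (1.14) and C3 (0.49). Smooth muscle RNA in the preparations of some control mice is a candidate explanation, tested on other genes because it was seen on this list. In a second list of 14 tested smooth muscle genes, 85.7% were lowest in C3-3 among the controls, and 6 genes were decreased. The adjusted p of that list was 0.044 over the 6 added lists and 0.057 over all lists (limma camera, median -0.59), and 4 of the 10 splits of the samples gave it as small a p, so the second list does not settle it. After thinning to the smallest library, the log2 fold change of Myh11 was -10.01, an outcome that counts this different all but fixed in advance. Myh11 and Des no longer passed when H1 or H9 was left out.

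Called genes were not concentrated near the targeted loci. Within 10 megabases of Hdac1 or Hdac2, 23.8% of 365 genes were called, against 25.2% of 15197 elsewhere (Fisher's exact test, p = 0.583), so no excess of calls was seen there. Effects of DNA linked to the targeted alleles on a few of these genes would not show in this test.

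Some lists bear on parts of the paper that rest on other assays. T cell genes had a median log2 fold change of -1.08, with 1 of 19 increased and 3 decreased (adjusted p = 0.076, limma camera). That list passed under library totals (0.024), at 10 counts in every sample (0.049), without C1 (6.1e-04) and without H9 (0.041), and its adjusted p ranged up to 0.82 in other alternatives. The paper reports more CD3-stained cells in tissue sections of mutant jejunum, which is another measure. The STAT3 response list had 8 of 29 genes increased and 1 decreased, with a median of -0.03, or 0.16 under library totals (adjusted p = 0.69, limma camera). Enterocyte genes had a median of -0.78 (adjusted p = 0.0020, limma camera) with 10 of 23 decreased and 1 increased. Goblet cell genes had -0.81 (adjusted p = 0.0084, limma camera) with 4 of 15 decreased. The goblet cell list did not pass without H9 (0.067), and neither list passed with the inter-gene correlation estimated per list (0.47 for enterocytes and 0.51 for goblet cells). Proliferation genes had 0.44 (adjusted p = 0.14, limma camera), with 3 of 26 increased and 1 decreased. The proliferation list passed without C1 (0.024) and without H9 (0.0076), and had adjusted p up to 0.82 in other alternatives. Notch pathway genes had 0.07 (adjusted p = 0.40, limma camera), with 5 of 18 increased and 1 decreased.

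Across 1961 genes matched to the part of Supplementary Table S4 that was read, RNA log2 fold change and the paper's protein log fold change had a Spearman rho of 0.553 (95% bootstrap interval 0.518 to 0.588) and a Pearson r of 0.597. Genes are not independent replicates. Over all 1961 matched genes, 1351, or 68.9%, had the same sign in both. Of 372 called genes with a protein value, 322 did.

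In the authors' deposited table, the DESeq adjusted p-values with the 2-fold limit give exactly 1904 and 1682 genes once decimal commas are read as points, and 1791 and 1584 if those cells are left out. The authors' edgeR columns give 2333 and 2294. Of the authors' DESeq genes, 1715 increased and 1561 decreased genes were also called here. The authors' DESeq adjusted p is 0.08 for Nts, 0.11 for H2-Aa, 0.054 for H2-Ab1, 0.13 for H2-Eb1 and 0.083 for H2-DMb1, all called decreased here.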
